# LncRNA GAS5 inhibits microglial M2 polarization and exacerbates demyelination

**DOI:** 10.15252/embr.201643668

**Published:** 2017-08-14

**Authors:** Dingya Sun, Zhongwang Yu, Xue Fang, Mingdong Liu, Yingyan Pu, Qi Shao, Dan Wang, Xiaolin Zhao, Aijun Huang, Zhenghua Xiang, Chao Zhao, Robin JM Franklin, Li Cao, Cheng He

**Keywords:** demyelination, GAS5, M1/M2 polarization, microglia, multiple sclerosis, Immunology, Molecular Biology of Disease, Transcription

## Abstract

The regulation of inflammation is pivotal for preventing the development or reoccurrence of multiple sclerosis (MS). A biased ratio of high‐M1 versus low‐M2 polarized microglia is a major pathological feature of MS. Here, using microarray screening, we identify the long noncoding RNA (lncRNA) GAS5 as an epigenetic regulator of microglial polarization. Gain‐ and loss‐of‐function studies reveal that GAS5 suppresses microglial M2 polarization. Interference with GAS5 in transplanted microglia attenuates the progression of experimental autoimmune encephalomyelitis (EAE) and promotes remyelination in a lysolecithin‐induced demyelination model. In agreement, higher levels of GAS5 are found in amoeboid‐shaped microglia in MS patients. Further, functional studies demonstrate that GAS5 suppresses transcription of TRF4, a key factor controlling M2 macrophage polarization, by recruiting the polycomb repressive complex 2 (PRC2), thereby inhibiting M2 polarization. Thus, GAS5 may be a promising target for the treatment of demyelinating diseases.

## Introduction

Multiple sclerosis (MS) is a multifocal, inflammatory demyelinating disease of the central nervous system (CNS). In the early stages, clinical signs appear in a relapsing–remitting pattern, but in the later stage, the disease develops into a secondary progressive phase without remission 1. Currently, no effective treatment is available for progressive MS, and new therapeutic strategies are greatly needed 2, 3.

Multiple sclerosis is an autoimmune disease with a significant neurodegenerative component 4, 5. As the major innate immune cells in the CNS, microglia play a central role in the inflammatory process of MS and in the disruption of neuronal elements within the CNS. Activated microglia can be classified into two functional subtypes: M1/classic and M2/alternative polarization 6. Although such a classification underestimates the complexity of macrophage/microglia plasticity, the distinction nevertheless provides a useful framework for exploring the diverse functions of the innate immune system in disease pathogenesis. M1 polarized microglia promote neuronal apoptosis and inhibit oligodendrocyte progenitor cell (OPC) differentiation into mature oligodendrocytes (OLs), whereas M2 polarized microglia promote neuronal survival, neurite outgrowth, and OPC differentiation 7, 8, 9, 10. In experimental autoimmune encephalomyelitis (EAE), animal model of MS, inhibiting the secretion of inflammatory factors from microglia significantly, reduces the EAE severity, whereas transplanting M2 polarized microglia into the CNS promotes recovery 11, 12, 13. In MS patients, M1 microglia were present in a variety of lesions, whereas M2 microglia appear only in acute lesions and the active edges of chronic active lesions where remyelination often occurs 9. A delay in the transition to an M2 dominant environment is associated with the slowing of remyelination in aging 9, 14. Thus, microglial polarization is closely related to MS pathogenesis.

Long noncoding RNAs (lncRNAs) are a class of RNAs greater than 200 bp in length with no protein‐coding capacity. Increasing evidence has shown that lncRNAs are involved in multiple biological processes including CNS disease 15, 16. However, no lncRNAs have been reported to play a role in the regulation of microglia and MS pathogenesis.

In the present study, more than one hundred lncRNAs were identified to be differentially expressed in M2 polarized microglia versus resting microglia through microarray screening. Among these lncRNAs, was the lncRNA growth arrest‐specific 5 (GAS5), originally identified in growth‐arrested cells and which encodes no functional protein but the introns encode a variety of functional small noncoding nucleolar RNAs (snoRNAs) 17. GAS5 inhibits the proliferation of T cells and promotes tumor cell apoptosis 18, 19, 20. In this study, we found that GAS5 suppressed IRF4 transcription by binding PRC2 to inhibit M2 polarization. GAS5 was shown to be involved in the regulation of EAE progression. Moreover, GAS5 inhibited human microglial M2 polarization and was highly expressed in the amoeboid‐shaped microglia in MS lesions, suggesting a novel role for an lncRNA in MS pathogenesis.

## Results

### GAS5 expression is decreased in M2 polarized microglia

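RNA from primary mouse microglia, the resident immune cells of the brain, was hybridized in 1 colour (Cy3) to an oligonucleotide array of mouse lncRNA and protein-coding transcripts. There were 3 arrays of resting microglia and 3 arrays of microglia kept for 24 h with 10 ng/ml interleukin-4 (IL-4), the cytokine used to induce the M2 state. The authors deposited the scanner output of each array, in which each spot has a processed signal, an intensity corrected for background within the array and not yet normalized between arrays. They also deposited a table of log2 values for 14055 of the probes. From the scanner output, the log2 processed signals of the 59994 spots that were neither control spots nor negative probes were quantile normalized between the 6 arrays, spots flagged as outliers were left out (15 to 105 per array), and the replicate spots of a probe were averaged, which gave 59709 probes. A probe was tested when its signal was well above background on at least 3 of the 6 arrays, and 32992 probes were tested with limma. The number of arrays limits the precision. Signal over background differed between arrays. The negative probes, 20 sequences with 60 spots each, had a median processed signal of 2.70, 5.23 and 2.67 on resting arrays 1, 2 and 3 and of 4.64, 71.2 and 7.37 on IL-4 arrays 1, 2 and 3. Of all probes, 61.5%, 40.0% and 59.8% were well above background on the resting arrays and 45.0%, 80.7% and 38.2% on the IL-4 arrays. The 3 resting arrays and IL-4 array 2 were read in 1 scan, and IL-4 arrays 1 and 3 were each read in a scan of their own. The probes for GAS5, TSC1 and the M1 and M2 markers were not analysed here.

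**Figure D1:**
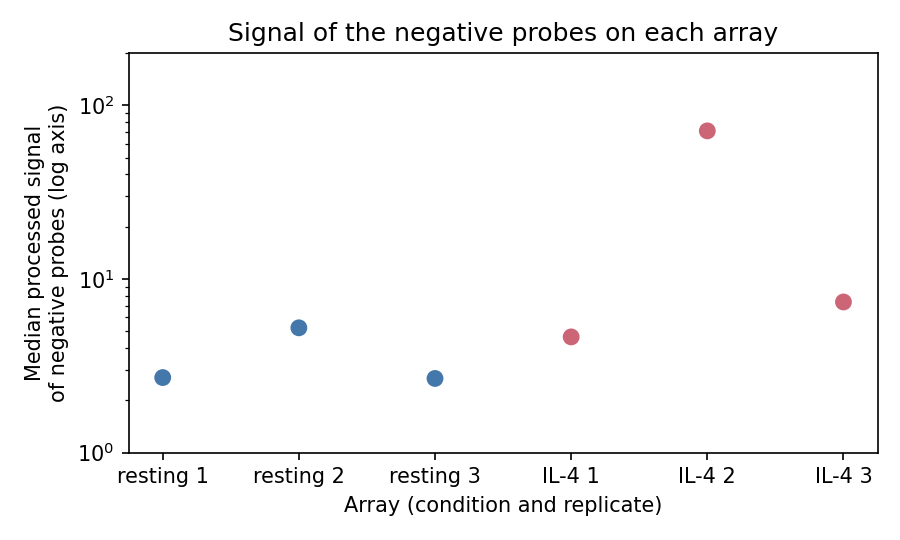
Median processed signal of the negative probes (log axis) on each of the 6 arrays, with 1 point per array (blue, resting; red, IL-4). IL-4 array 2 lies at 71.2 and the other 5 arrays between 2.67 and 7.37.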

To find potential lncRNAs participating in the regulation of microglial polarization, we employed microarray screening. A total of 120 lncRNAs were differentially expressed (greater than twofold; *P *<* *0.05) in IL‐4‐stimulated M2 microglia versus resting microglia (Fig 1A). Among them, GAS5 was significantly decreased in the M2 polarized microglia and was closely related with other differentially expressed molecules, including known macrophage polarization regulators such as TSC1 21 (Fig 1B). This information prompted us to examine whether GAS5 is involved in the regulation of microglia polarization. 

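With a fold change of at least 2 in either direction and an unadjusted P of at most 0.05 from limma, 1631 of the 32992 tested probes were differentially expressed between IL-4-stimulated and resting microglia. Of these, 364 were higher and 1267 were lower with IL-4. After Benjamini-Hochberg adjustment over all tested probes 0 remained, with a smallest adjusted p of 0.893 from limma, and 1731 tested probes (5.25%) had an unadjusted P of at most 0.05. The 3 arrays of one group all lay above the 3 of the other in 1389 of the 1631 probes and in 10.8% of all tested probes, where 10% is the share for unchanged probes. Among limma fits with condition as the only term, the count ranged from 270 with a normexp background correction to 4007 without IL-4 array 1. The normexp setting, chosen after the data were seen, also took the median signal and added an offset of 50. With the scan as a block, IL-4 array 2 alone is set against the resting arrays, so that fit is left out of this range. The scanner output carries no transcript class. Probes were sorted by the identifier series that occur in the authors' table, a rule chosen after the data were seen. Of 16634 lncRNA-series probes, 1021 were differentially expressed, 132 higher and 889 lower with IL-4. Of 16358 probes of the other series, 610 were, 232 higher and 378 lower. With scaling to the 75th percentile in place of quantile normalization, the other series had 307 higher and 196 lower, which reverses its majority. The lncRNA series then had 213 higher and 555 lower. The lncRNA-series probe ASMM9PARTA006829 was not well above background on any resting array and was at least 4.18-fold higher with IL-4, with each array not well above background set at the lowest signal well above background or the probe's own if higher (limma, adjusted p = 0.893). This rests on IL-4 array 3, without which the bound is 1.57-fold. Probe ASMM9PARTA004987, well above background on all 3 IL-4 arrays and on 1 of the 3 resting arrays, was at least 3.37-fold higher (2.65-fold without IL-4 array 1; limma, adjusted p = 0.893). With the normexp correction its log2 fold change was 0.73, short of the limits. Probe ASMM9PARTA019906 was well above background on all 3 resting arrays and on 1 of the 3 IL-4 arrays. Without IL-4 array 2 it was at least 5.86-fold lower. With that array, at a log2 signal of 2.72, the value was 10.5-fold (limma, adjusted p = 0.893). On that array 67.7% of negative spots also passed as well above background, so 10.5-fold is not a firm lower bound. Probe ASMM9PARTA000870 was not well above background on any IL-4 array and came out 2.55-fold lower by the same bound (limma, adjusted p = 0.893). This rests on resting array 2, without which the bound is 1.23-fold. The bound also uses the background call on IL-4 array 2, so it is not firm either. From lncRNAs past the fold change and P limits, the paper goes on to GAS5.

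**Figure D2:**
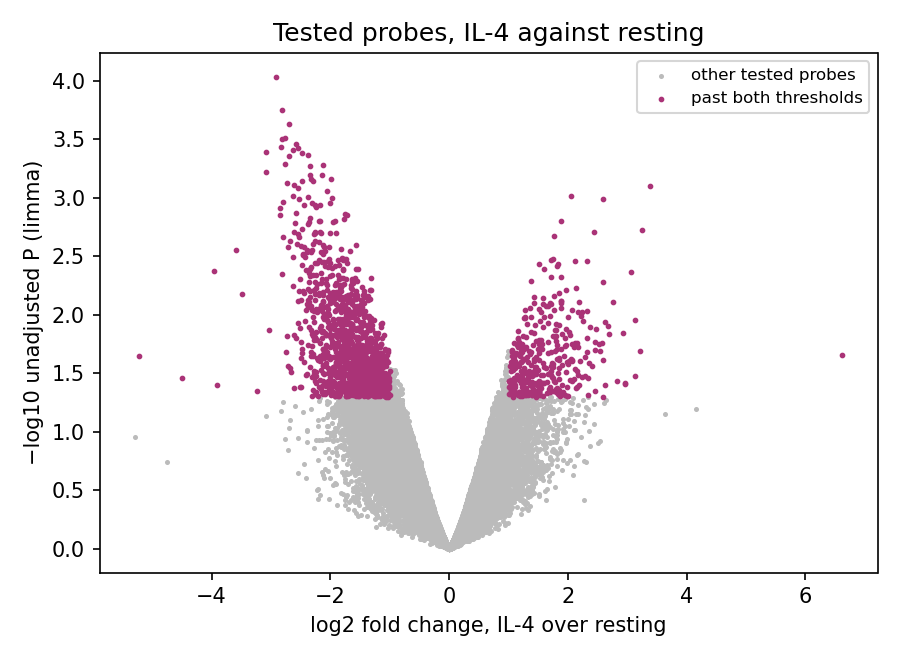
Log2 fold change of IL-4 over resting (x axis) against −log10 of the unadjusted P from limma (y axis), with 1 point per tested probe. The 1631 probes past both limits are in purple, 364 on the right and 1267 on the left.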

First, we validated microarray results by qPCR and the results showed GAS5 was dramatically decreased in IL‐4 stimulated primary cultured microglia (Fig 1C). We also examined the GAS5 level during microglial polarization induced by other factors. Macrophage colony‐stimulating factor (M‐CSF) has been reported to promote M2 polarization 22. Consistent with the induction by IL‐4, we found that GAS5 was greatly decreased in M‐CSF‐stimulated primary cultured microglia (Fig 1D). Because rapamycin (mTOR inhibitor) has been shown to inhibit M2 polarization 23, we applied rapamycin to the cultured microglia and found that the GAS5 expression level was significantly increased (Fig 1E). The PI3K inhibitor LY294002, which also inhibits M2 polarization, showed a similar result (Fig 1F). These results indicate an inverse correlation between GAS5 expression and M2 polarization.

**Figure 1:**
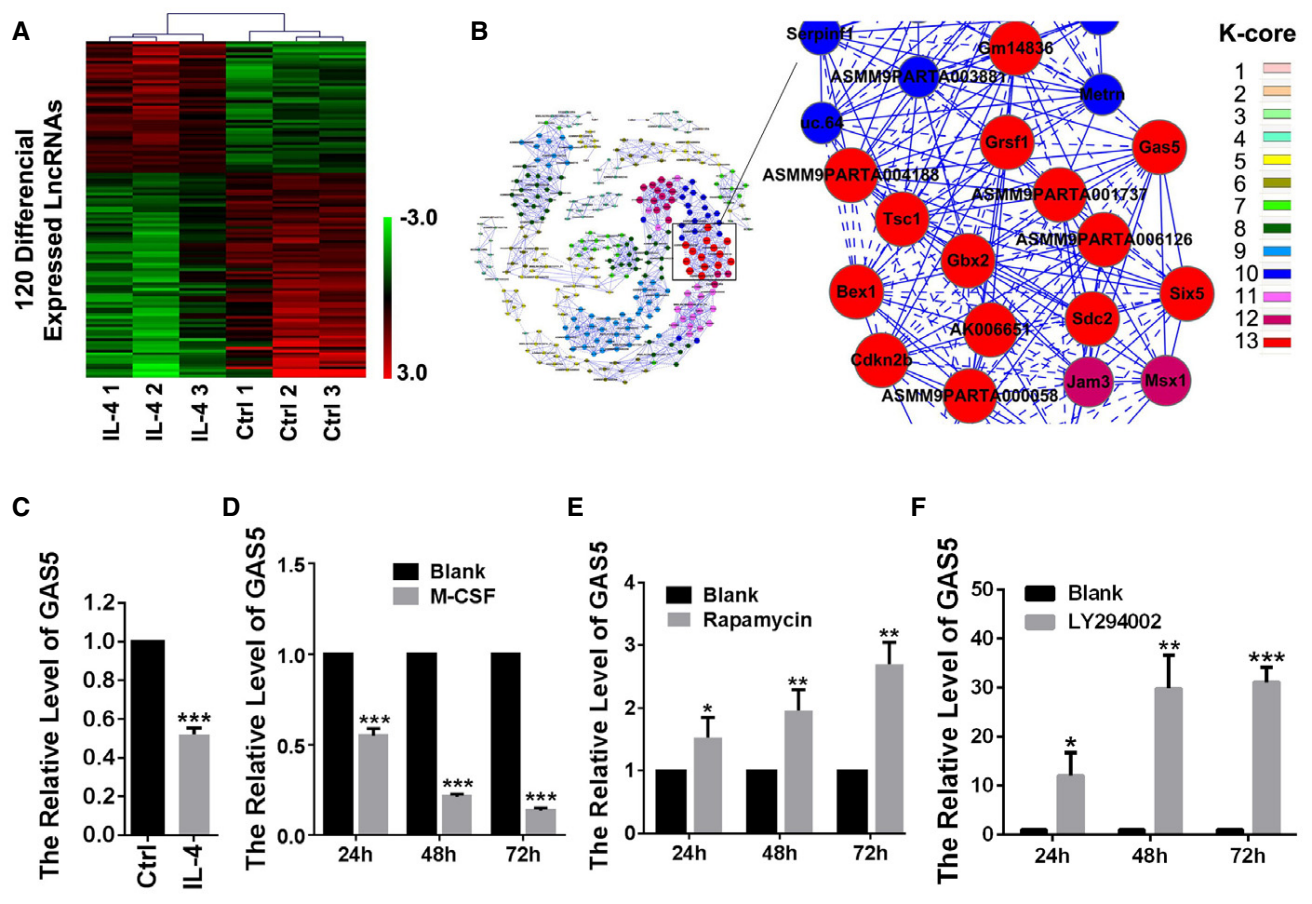
GAS5 is downregulated in M2‐polarized microglia Hierarchical clustering analysis of 120 lncRNAs that were differentially expressed between microglia treated with IL‐4 for 24 h and the untreated control (greater than twofold; *P *<* *0.05). Expression values are represented in shades of red and green and indicate expression above and below the median expression value across all samples (log scale 2, from 3 to −3), respectively.Co‐expression network in IL‐4‐stimulated microglia. The co‐expression network includes 1,627 connections among 319 genes that are correlated at |*r*| > 0.99. The color of the nodes is in accordance with the K‐core number shown in the legend. Real lines between two nodes indicate positively correlated interactions between genes, and dashed lines indicate negatively correlated interactions. The enlarged box shows that GAS5 is a key in the network.Quantitative PCR analysis of GAS5 in microglia treated with IL‐4 for 24 h versus the untreated control, *n* = 3 experiments.Quantitative PCR analysis of GAS5 in M‐CSF‐treated microglia versus the untreated control, *n* = 3 experiments.Quantitative PCR analysis of GAS5 in rapamycin‐treated microglia versus the untreated control, *n* = 3 experiments.Quantitative PCR analysis of GAS5 in LY294002‐treated microglia versus the untreated control, *n* = 3 experiments.Data information: *P <* *0.05, **P <* *0.01, ***P <* *0.001 (Student's *t*‐test). Data are shown as the mean ± SD.

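Over all tested probes, the arrays were clustered by average linkage with 1 minus Pearson's r as distance. The first split set IL-4 array 2 apart from the other 5 arrays and did not separate the conditions. The first principal component held 37.7% of the variance and had scores of -76.8, -25.3 and -45.9 for the resting arrays, and of -13.5, 195.1 and -33.8 for the IL-4 arrays. The second held 30.0%, with IL-4 arrays 1 and 3 at its opposite ends. With the authors' table in place of the recomputed values, IL-4 array 1 was split off first. That table holds 14055 probes, all of the lncRNA series. The recomputed values differ from its values by a median of -0.06 log2 units, so this comparison changes the probes more than the values. Over the 1021 differentially expressed lncRNA-series probes, which were selected for the difference between the groups, the first split set IL-4 arrays 1 and 2 apart from the other 4 arrays.

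**Figure D3:**
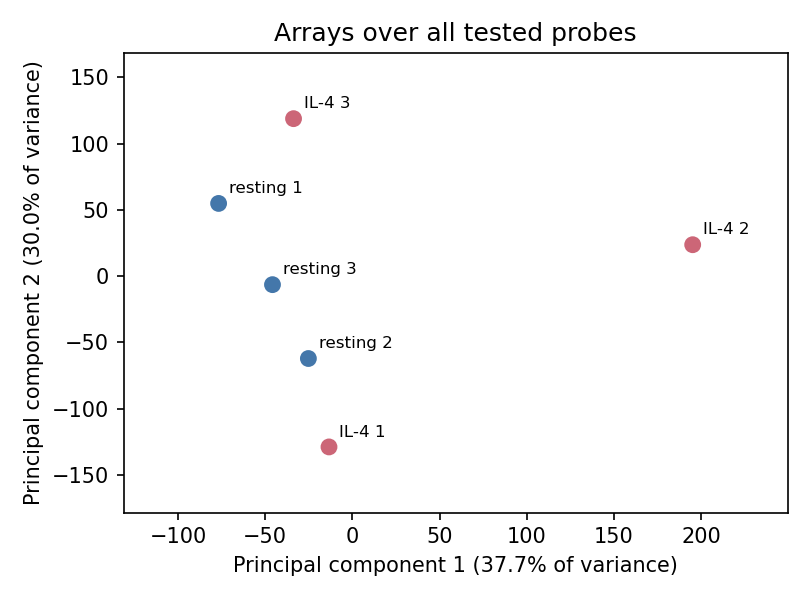
Scores of the 6 arrays on the first (37.7% of the variance) and second (30.0%) principal component over all tested probes, with 1 point per array (blue, resting; red, IL-4). IL-4 array 2 lies at 195.1 on the first component and the other 5 arrays lie below 0.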

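Pearson's r was computed over the 6 arrays for each pair of the 1624 differentially expressed probes with a value on every array. Of 1317876 pairs, 4393 (0.333%) had an |r| over 0.99, and they joined 1445 probes. The same share was 0.0343% among as many probes drawn at random from those tested, and is 0.0149% for independent normal values. With the mean of each condition removed, 2806 pairs (0.213%) were over the limit, against 0.120% for independent normal values from which both means are removed. Over the 3 IL-4 arrays alone, 121592 of 1327635 pairs (9.16%) exceeded 0.99, against 9.11% among the random probes and 9.01% for independent normal values. The identifiers of 5 nodes are legible in Fig 1B and occur on the array. Their log2 fold changes lay between -0.90 and 0.74, and 0 of the 5 were past the limits (smallest unadjusted P 0.311 from limma). With the scan as a block, a fit that compares IL-4 array 2 alone with the resting arrays, 3 of the 5 were past them. Without IL-4 array 2, 22456 pairs of differentially expressed probes (1.76%) were over the limit on the 5 arrays left. Independent normal values give 0.120% with 5 arrays. The share was 1.29% to 1.94% whichever array was left out. In each case the probes were called anew on the arrays left, and selection for a group difference may by itself raise the share. These shares therefore cannot tell whether the rise depends on IL-4 array 2.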

### GAS5 suppresses microglial M2 polarization and promotes M1 polarization

To investigate whether GAS5 directly regulated microglial polarization, we transfected primary cultured microglia with GAS5 overexpression (GAS5OE) or GAS5 interference (GAS5i) lentiviral vectors. qPCR analysis showed that GAS5 overexpression in microglia decreased the expression of the M2 markers Ym‐1, Fizz‐1, CD206, and IGF‐1 and increased the expression of the M1 markers TNF‐α and IL‐1β (Fig 2A). Conversely, interference with GAS5 in microglia resulted in an increase in the expression of M2 markers and a decrease in the expression of M1 markers (Fig 2B, Appendix Fig S1A). ELISA and Western blotting showed similar changes in TNF‐α, IL‐1β, and IGF‐1 protein expression in the supernatants or protein lysates from the microglia overexpressing GAS5 (MG^GAS5OE^; Fig 2C and E) or the microglia with GAS5 interference (MG^GAS5i^; Fig 2D and F). Overexpression or interference with GAS5 in peripheral monocytes resulted in a similar phenotype (Fig EV5C and D). Besides, to test the influence of GAS5 on the secretion of cytokines by microglia, we conducted co‐culture experiments using the conditioned medium from GAS5‐modified microglia *in vitro* and found OPC survival, and differentiation and neurite growth were significantly impaired in the GAS5OE group (Figs EV1 and EV2). These results indicate that GAS5 suppresses microglial M2 polarization and promotes M1 polarization.

**Figure 2:**
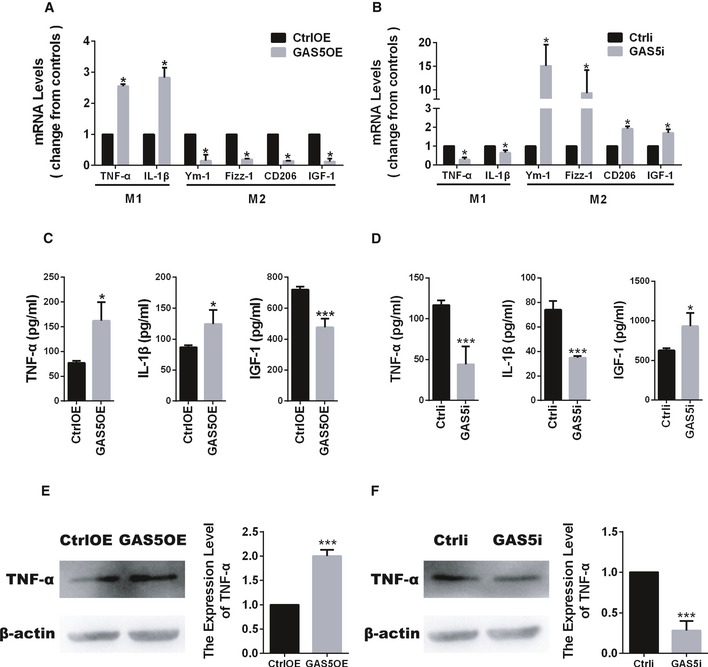
GAS5 suppresses microglial M2 polarization and promotes M1 polarization A, BQuantitative PCR analysis of M1 and M2 markers in microglia transduced with the GAS5OE (A) or GAS5i (B) lentivirus vectors versus the control, *n* ≥ 3 experiments.C, DELISA analysis of TNF‐α, IL‐1β, and IGF‐1 in culture supernatants of microglia transduced with the GAS5OE (C) or GAS5i (D) lentivirus vectors versus the control, *n* ≥ 3 experiments.E, FWestern blotting analysis of TNF‐α in microglia transduced with the GAS5OE (E) or GAS5i (F) lentivirus vectors versus the control, *n* ≥ 3 experiments.Data information: *P <* *0.05, ***P <* *0.001 versus control (Student's *t*‐test). Data are shown as the mean ± SD.Source data are available online for this figure.

**Figure EV1:**
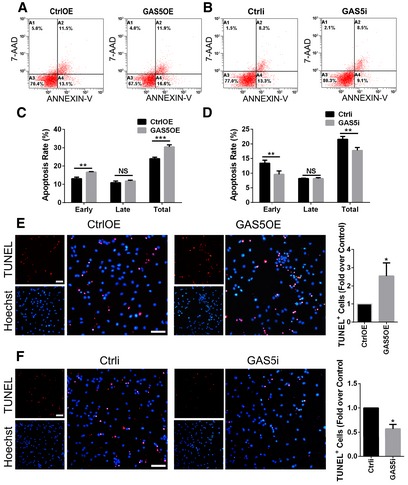
GAS5‐modified microglia affect OPC survival A, BRepresentative flow cytometry analysis after Annexin‐V/7‐AAD staining in OPCs incubated with conditioned medium from MG^GAS5OE^ (A) or MG^GAS5i^ (B) for 24 h versus the control.C, DApoptosis rate of the OPCs in (C) and (D) respectively, *n* = 3 experiments.E, FTUNEL analysis of apoptosis in OPCs incubated with conditioned medium from MG^GAS5OE^ (E) or MG^GAS5i^ (F) for 24 h versus the control, *n* = 3 experiments. The ratio of TUNEL^+^/Hoechst^+^ cells was calculated and compared between groups. Scale bars = 50 μm.Data information: *P <* *0.05, **P <* *0.01, ***P <* *0.001 versus control (Student's *t*‐test). Data are shown as the mean ± SD.

**Figure EV2:**
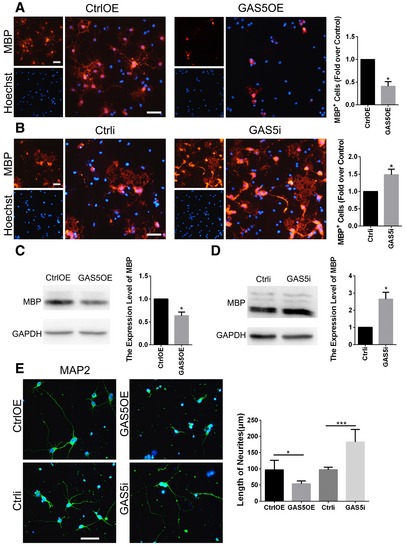
GAS5‐modified microglia affect OPC differentiation and neurite growth A, BAnti‐MBP immunocytofluorescence of OPCs incubated with conditioned medium from MG^GAS5OE^ (A) or MG^GAS5i^ (B) for 48 h versus the control. Scale bars = 50 μm. The ratio of MBP^+^/Hoechst^+^ cells was calculated and compared between groups, *n* = 3 experiments.C, DWestern blotting analysis of MBP in OPCs incubated with conditioned medium from MG^GAS5OE^ (C) or MG^GAS5i^ (D) for 48 h versus the control, *n* = 3 experiments.EAnti‐MAP2 immunocytofluorescence of neurons incubated with conditioned medium from MG^GAS5OE^ or MG^GAS5i^ for 48 h versus the control, *n* ≥ 4 experiments. Scale bar = 50 μm.Data information: *P <* *0.05, ***P <* *0.001 versus control (Student's *t*‐test). Data are shown as the mean ± SD.Source data are available online for this figure.

### GAS5 expression in microglia during EAE

To elucidate the role of GAS5 in microglial functions *in vivo*, we induced EAE in C57BL/6 mice. First, we observed the GAS5 expression pattern in spinal cord sections from EAE mice 20 days post‐immunization (20 dpi) by FISH. As shown in Fig 3A, GAS5 was expressed in Iba1^+^ cells (microglia and infiltrating macrophages) and especially in the amoeba‐shaped microglia/macrophages, which tended to be M1 polarized 24. The ramification index is often used to quantitatively analyze the morphology of microglia/macrophages 25, 26. We found that the ramification index of GAS5^+^ microglia/macrophages was significantly higher than the index in GAS5^−^ cells (Fig 3C). The same went for TMEM119^+^ microglia (Fig EV3). Further analysis revealed that more GAS5 was expressed in TNF‐α^+^ (M1 marker) cells than Arg‐1^+^ (M2 marker) cells (Fig 3E and F).

**Figure 3:**
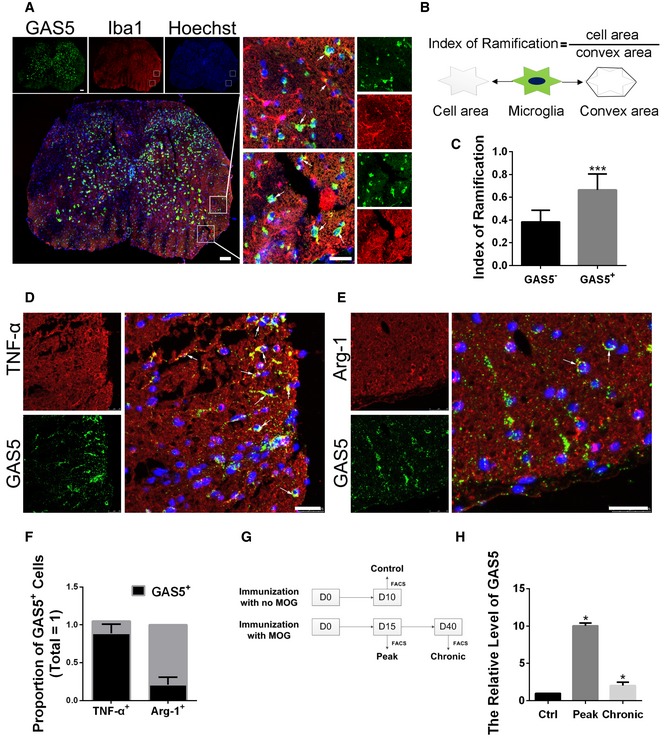
GAS5 is dynamically expressed in the microglia of EAE ARepresentative FISH analysis of GAS5 (green) co‐stained with an anti‐Iba1 antibody (red) in spinal cord sections from EAE mice. Arrows indicate GAS5^+^Iba1^+^ cells. Scale bars = 100 μm.BA schematic map of the calculation of the ramification index (RI).CStatistical analysis of the RI in Iba1^+^GAS5^+^ (*n* = 16) or Iba1^+^GAS5^−^ (*n* = 17) cells.D, ERepresentative FISH analysis of GAS5 (green) co‐stained with an anti‐TNF‐α (D) or anti‐Arg‐1 (E) antibody (red) in spinal cord sections from EAE mice. Arrows indicate GAS5^+^TNF‐α^+^ cells in (D) and GAS5^+^Arg‐1^+^ cells in (E). Scale bars = 25 μm.FStatistical analysis of the proportion of GAS5^+^ cells in (D, E), *n* ≥ 3 experiments.GA schematic map of the sorting of microglia in different phases of EAE and the control by FACS.HQuantitative PCR analysis of GAS5 in different phases of EAE versus the control, *n* = 3 experiments.Data information: *P <* *0.05, ***P <* *0.001 (C, Student's *t*‐test; H, one‐way ANOVA with Dunnett's *post hoc* test). Data are shown as the mean ± SD.

**Figure EV3:**
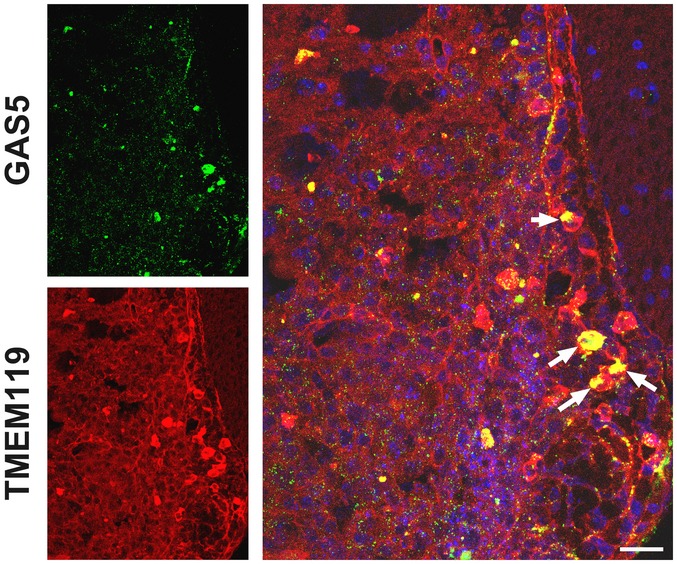
GAS5 is expressed in the microglia of EAE Representative FISH analysis of GAS5 (green) co‐stained with an anti‐TMEM119 antibody (red) in spinal cord sections from EAE mice at 30 dpi. Arrows indicate GAS5^+^TMEM119^+^ cells. Scale bars = 25 μm.

To quantify GAS5 expression in microglia during EAE, we isolated microglia from mice in the control group, during the peak stage of EAE (15 dpi) and during the chronic stage of EAE (40 dpi) (Fig 3G). The qPCR showed that the GAS5 level was higher in the EAE mice than the controls. The expression reached its highest point during the peak stage of EAE when inflammation was prominent (Fig 3H).

### GAS5‐modified microglia regulate EAE progression

To elucidate the role of GAS5 in microglial functions *in vivo*, we used the adoptive transfer strategy and transplanted GAS5‐modified microglia into the cerebral ventricles of EAE mice at 8 dpi. The results showed that the transplantation of MG^GAS5OE^ exacerbated EAE (Fig 4A), whereas MG^GAS5i^ alleviated EAE (Fig 4B). Moreover, H&E staining showed that the infiltration of inflammatory cells into the lumbar spinal cord of the EAE mice at 20 dpi was increased after MG^GAS5OE^ transplantation and reduced after MG^GAS5i^ transplantation (Fig 4C and D). Luxol fast blue (LFB) staining showed exacerbated myelin loss in the white matter after MG^GAS5OE^ transplantation and attenuated myelin loss after MG^GAS5i^ transplantation (Fig 4E and F).

**Figure 4:**
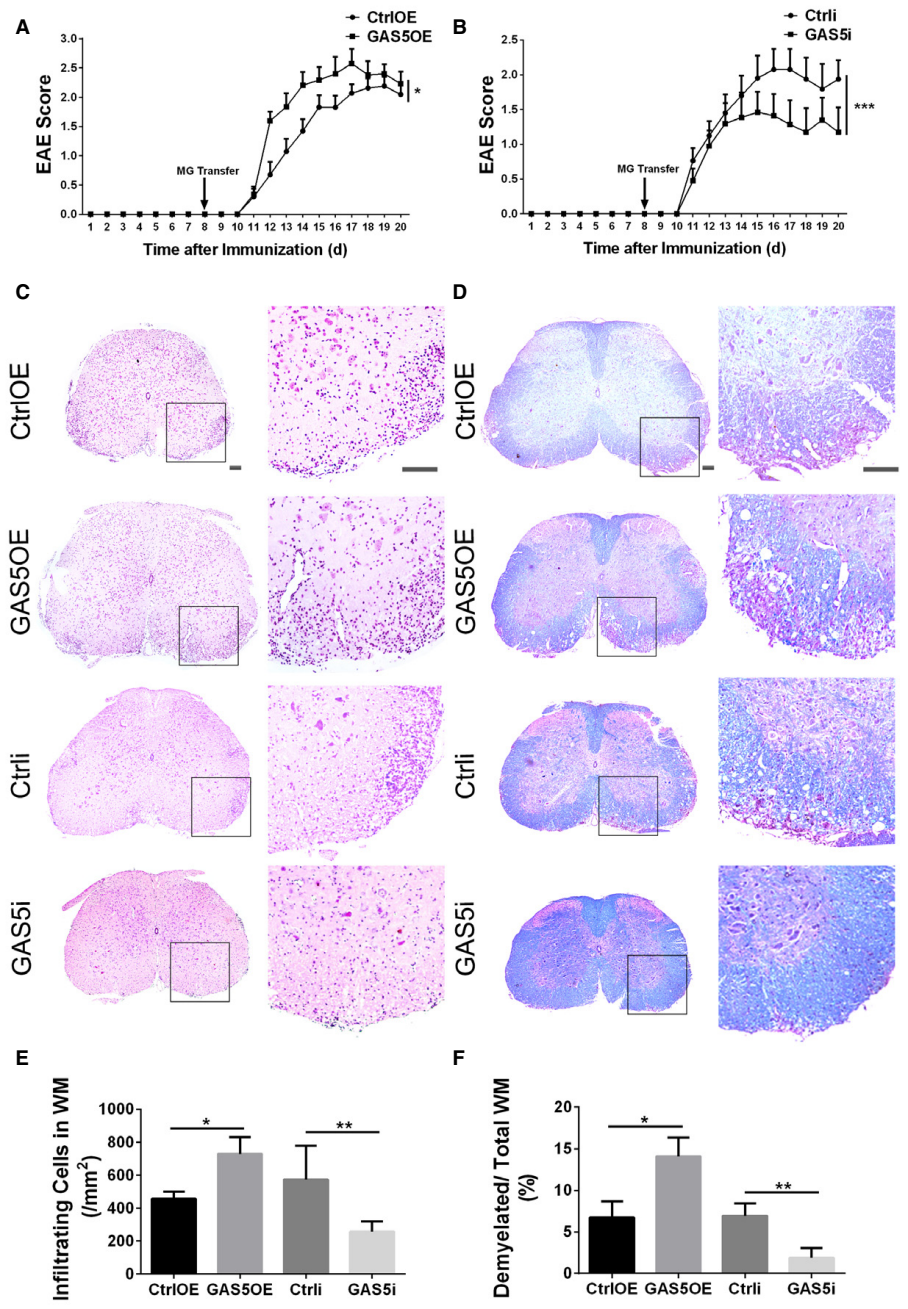
GAS5‐modified microglia regulate the progression of EAE A, BClinical scores of EAE in mice transplanted with MG^CtrlOE^/MG^GAS5OE^ (A) or MG^Ctrli^/MG^GAS5i^ (B) by lateral ventricle injection. CtrlOE, *n* = 18; GAS5OE, *n* = 18; Ctrli, *n* = 8; GAS5i, *n* = 10 mice.C, DRepresentative spinal cord sections from EAE mice at day 20 after immunization after H&E staining (C) and Luxol fast blue staining (D). Scale bars = 100 μm.E, FQuantification of infiltration in the white matter (WM) (E) and the percentage of demyelinated WM in total WM (F) in (C and D), *n* ≥ 3 mice per group.Data information: *P <* *0.05, **P <* *0.01, ***P <* *0.001 versus control (A, B, Mann–Whitney *U*‐test; E, F, Student's *t*‐test). Data are shown as the mean ± SEM (A, B) or mean ± SD (E, F).

The *in vitro* co‐culture experiments and the *in vivo* transplantation work both showed protective effects of GAS5 interference in microglia. Next, we examined the effect of MG^GAS5i^ application after EAE onset. MG^GAS5i^ was transplanted into the cerebral ventricle of EAE mice at 20 dpi, and the lumbar spinal cord was collected at 40 dpi for histological analysis. A recovery in the EAE scores was detected after MG^GAS5i^ transplantation (Fig 5A), with reduced inflammatory infiltrating cells (Fig 5B and D) and alleviated demyelination (Fig 5C and E). These results demonstrated that interfering with GAS5 in microglia was beneficial for EAE treatment.

**Figure 5:**
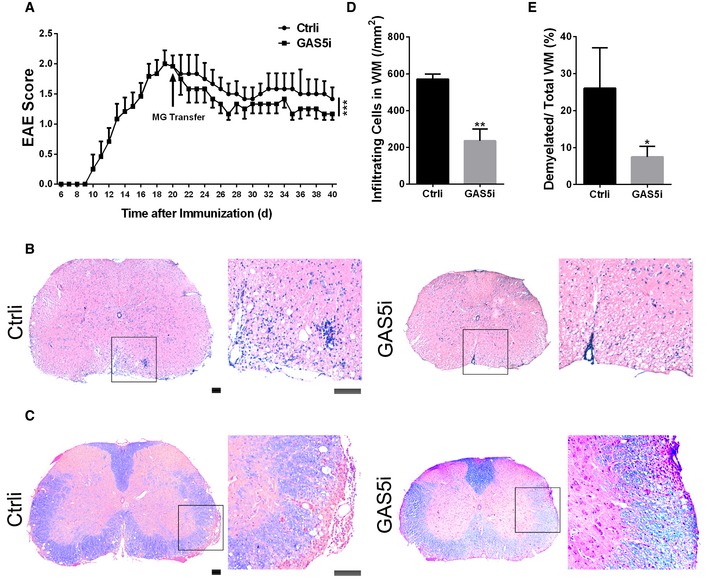
Interfering with GAS5 in microglia attenuates EAE progression AClinical scores of EAE in mice transplanted with MG^Ctrli^/MG^GAS5i^ by lateral ventricle injection, *n* = 6 mice per group.B, CRepresentative spinal cord sections of H&E stained (B) and Luxol fast blue stained (C) EAE mice day 40 after immunization. Scale bars = 100 μm.D, EQuantification of infiltration in the white matter (WM) (D) and the percentage of demyelinated WM in total WM (E) in (B and C), *n* = 3 mice per group.Data information: *P <* *0.05, **P <* *0.01, ***P <* *0.001 versus control (A, Mann–Whitney *U*‐test; D, E, Student's *t*‐test). Data are shown as the mean ± SEM (A) or mean ± SD (D, E).

### GAS5 interference in microglia promotes remyelination following lysolecithin‐induced focal demyelination

Inflammation‐induced demyelination is the core pathological feature of EAE. To avoid the influence of microglial transplantation on the immune reaction, we applied MG^GAS5i^ in the lysolecithin‐induced focal demyelination model to evaluate the effects on demyelination and remyelination. Focal demyelination was induced by injecting lysolecithin into the dorsal spinal cord white matter, and MG^GAS5i^ was transplanted 3 days post‐lysolecithin injection (dpl). The spinal cords around the injection points were isolated at 7, 11, and 15 dpl and subjected to LFB or immunohistofluorescence (IHF) staining. LFB staining showed increased remyelination at 11 and 15 dpl after MG^GAS5i^ transplantation (Fig 6A and B). IHF staining further illustrated that more Olig2^+^ oligodendrocyte lineage cells were accumulated in the lesion of MG^GAS5i^‐transplanted mice even at 7 dpl (Fig 6C and D). More significantly, CC1^+^ cells (differentiated oligodendrocytes) were also increased within lesions in MG^GAS5i^‐transplanted animals at 7, 11, and 15 dpl (Fig 6C and E). Electron microscopy (EM) analysis revealed a higher percentage of remyelinated axons and a lower g‐ratio within lesions after MG^GAS5i^ transplantation at 15 dpl (Fig 6F–I), suggesting that interfering with GAS5 in microglia promoted remyelination.

**Figure 6:**
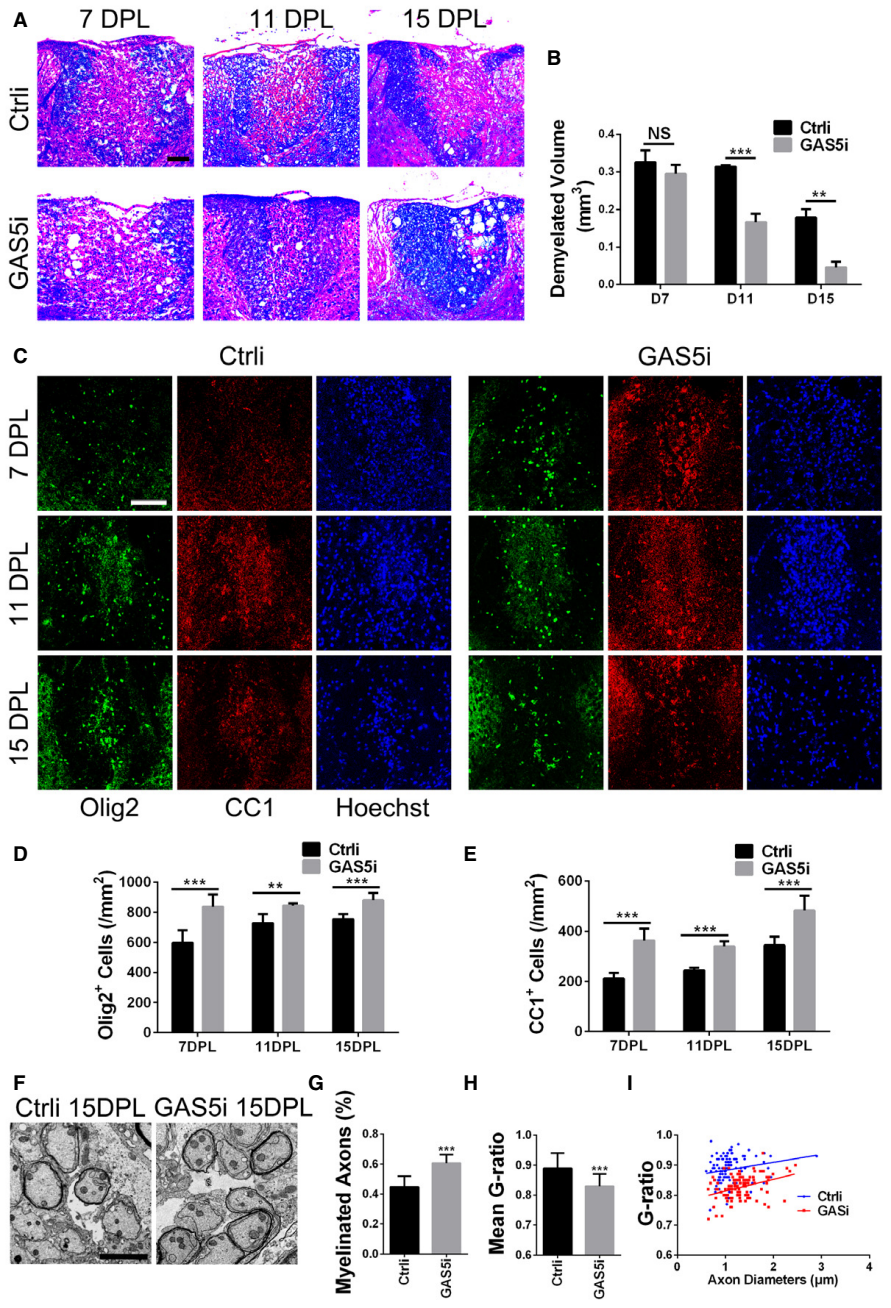
Interfering with GAS5 in microglia promotes remyelination in a LPC‐induced focal lesion model ARepresentative Luxol fast blue‐stained dorsal column spinal cord sections from the MG^Ctrli^/MG^GAS5i^ groups at 7, 11, and 15 days post‐LPC injection. Scale bar = 100 μm.BQuantitative analysis of the demyelinated lesion volume 5 mm around the epicenter of (A), *n* = 3 mice per group.CRepresentative anti‐Olig2 (green) and anti‐CC1 (red) immunohistofluorescence of dorsal column spinal cord sections from the MG^Ctrli^/MG^GAS5i^ groups at 7, 11, and 15 days post‐LPC injection. Scale bar = 100 μm.D, EStatistical analysis of Olig2^+^ (D) or CC1^+^ (E) cells of (C), *n* ≥ 3 mice per group.FRepresentative electron micrographs of dorsal column spinal cord sections from the MG^Ctrli^/MG^GAS5i^ groups at 15 days post‐LPC injection. Scale bar = 2 μm.GQuantification analysis of myelinated axons among total axons between MG^Ctrli^ and MG^GAS5i^ groups at 15 dpl, *n* = 3 mice per group.HStatistical analysis of g‐ratio between MG^Ctrli^ and MG^GAS5i^ groups at 15 dpl.iAnalysis of the myelinated axons showed a reduction of the g‐ratio in spinal cords in the MG^GAS5i^ group (red) compared with the MG^Ctrli^ group (blue) at 15 dpl, *n* = 3 mice per group.Data information: **P <* *0.01, ***P <* *0.001 versus control (Student's *t*‐test). Data are shown as mean ± SD.

### GAS5 suppresses IRF4 transcription by binding PRC2 and inhibiting microglial M2 polarization

To explore the mechanisms underlying the effect of GAS5 on microglia, we first conducted an RNA pull‐down followed by silver staining after SDS–PAGE gel electrophoresis to identify proteins that specifically bound to GAS5. After incubation with the microglial protein lysate, no specific bands between the GAS5 mRNA and the antisense control were detected by silver staining (Fig EV4A). GAS5 was reported to bind to the glucocorticoid receptor 27, but our RNA immunoprecipitation study showed that only a very small portion of GAS5 bound with this receptor (Fig EV4B), consistent with the report that the binding requires the addition of glucocorticoids 28. Therefore, it is unlikely that GAS5 regulates microglial polarization through glucocorticoid receptor signaling. Previous work showed that recruiting polycomb repressive complex 2 (PRC2) to the promoter region of target genes repressed transcription and was an important mechanism for long intergenic noncoding RNAs (lincRNAs) 15. To test whether the lincRNA GAS5 interacted with PRC2, we performed an RNA immunoprecipitation assay with an antibody against enhancer of zeste homolog 2 (EZH2), which is the main catalytic subunit of PRC2. As shown in Fig 7A, a high proportion of GAS5 was observed to bind with EZH2. The RNA pull‐down experiments confirmed the binding between GAS5 and EZH2 in reverse (Fig 7B). RIP experiments with another antibody against the main binding subunit of PRC2, RbAp48, showed a similar phenomenon (Fig EV4C). In contrast, RIP experiments with an anti‐RING1A/B (subunits of PRC1) antibody showed no specific interaction (Fig EV4D). After knocking down EZH2 in microglia (Appendix Fig S1B), the qPCR showed increased M2 markers and decreased M1 markers, which further supported the notion that PRC2 participates in the regulation of microglial polarization (Fig 7C).

**Figure EV4:**
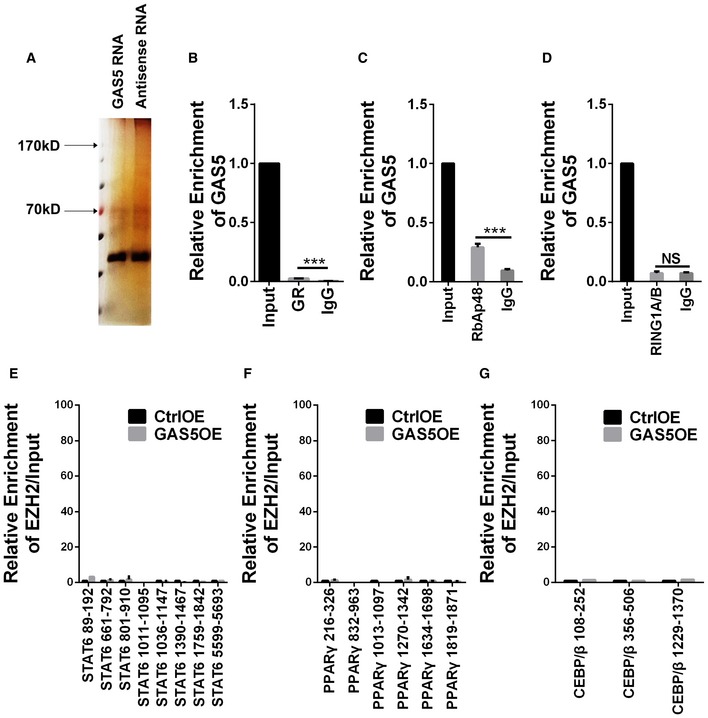
Analysis of the mechanism regulating microglial polarization by GAS5 ASilver staining to identify specific binding partners of GAS5 after RNA pull‐down experiment.BRNA IP analysis between GR and GAS5. *N* = 3 experiments.CRNA IP analysis between RbAp48 and GAS5. *N* = 3 experiments.DRNA IP analysis between RING1A/B and GAS5. *N* = 3 experiments.E–GChIP analysis of microglia transduced with the CtrlOE or GAS5OE lentivirus. The promoter regions of STAT6 (E), PPARγ (F) and CEBP/β (G) were detected in MG^GAS5OE^ versus the control using the anti‐EZH2 antibody.Data information: ***P <* *0.001 (B–D, Student's *t*‐test). Data are shown as the mean ± SD.

**Figure 7:**
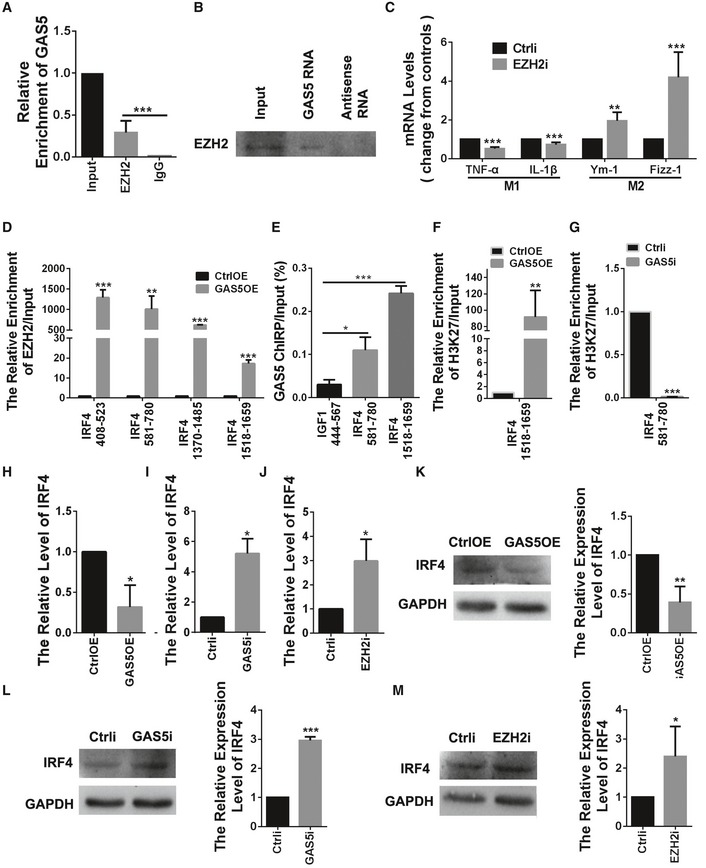
GAS5 suppresses IRF4 transcription by binding PRC2 and inhibiting microglial M2 polarization ARNA IP analysis of the binding between EZH2 and GAS5, *n* = 3 experiments.BRNA pull‐down analysis of the binding between EZH2 and GAS5.CQuantitative PCR analysis of M1 and M2 markers in microglia transduced with the EZH2i lentivirus versus the control, *n* ≥ 4 experiments.DChIP analysis of microglia transduced with the CtrlOE or GAS5OE lentivirus. A relatively high enrichment was detected on the IRF4 promoter regions in MG^GAS5OE^ versus the control using the anti‐EZH2 antibody, *n* = 3 experiments.EChIRP analysis of the binding between the IRF4 promoter and GAS5, *n* = 3 experiments. IGF1 served as a negative control.F, GChIP analysis of microglia transduced with the CtrlOE/GAS5OE (F) or Ctrli/GAS5i (G) lentivirus on the IRF4 promoter regions using the anti‐H3K27me3 antibody, *n* = 3 experiments.H–JQuantitative PCR analysis of IRF4 in microglia transduced with the GAS5OE (H), GAS5i (I) or EZH2i (J) lentivirus, *n* ≥ 3 experiments per group.K–MWestern blotting analysis of IRF4 in microglia transduced with the GAS5OE (K), GAS5i (L), or EZH2i (M) lentivirus, *n* ≥ 3 experiments per group.Data information: *P <* *0.05, **P <* *0.01, ***P <* *0.001 versus control or IgG (A) (Student's *t*‐test). Data are shown as the mean ± SD.Source data are available online for this figure.

Next, we performed a ChIP assay to investigate whether the interaction between EZH2 and the promoter areas of genes involved in M2 polarization (i.e., PPARγ, STAT6, IRF4, and C/EBPβ) were affected by GAS5 22. The results showed binding between EZH2 and the IRF4 promoter was significantly enhanced in the microglia overexpressing GAS5 (Figs 7D and EV4E–G). ChIRP analysis further confirmed the binding between GAS5 and the promoter regions of IRF4 (Fig 7E), and ChIP using H3K27me3 antibody showed the methylation of H3K27 at the IRF4 promoter was changed accordingly (Fig 7F and G). Consistently, the qPCR and WB results showed that IRF4 expression was decreased in MG^GAS5OE^ (Fig 7H and K) and increased in MG^GAS5i^ (Fig 7I and L) and MG^EZH2i^ (Fig 7J and M). These results showed that GAS5 suppressed IRF4 transcription by binding PRC2, thereby inhibiting microglial M2 polarization. In addition, we analyzed another epigenetic histone mark by performing ChIP assays using anti‐H3K4me3 antibody. The results show that H3K4me3 was decreased at the IRF4 promoter in MG^GAS5OE^, but did not change in MG^GAS5i^ (Appendix Fig S2), which is in accordance with the inhibited transcription observed upon GAS5 overexpression.

### GAS5 inhibits human microglial M2 polarization and is differentially expressed in MS lesions

LncRNAs usually lack conservatism among species, which limits the universality of functions. However, GAS5 has a relatively high homology between mice and humans. Therefore, we hypothesized that human GAS5 may have similar functions. We constructed a vector encoding human GAS5 and transfected human microglia using electroporation. The qPCR showed that the M2 markers were decreased and M1 markers were increased (Fig 8A). Following a homo‐transfer strategy to study the function of an lncRNA across species 29, we transfected human GAS5 into mouse microglia using electroporation; the qPCR showed an effect similar to mouse GAS5 in microglial polarization (Fig 8B). These results showed that the function of GAS5 in microglial polarization in humans and mice was conserved.

**Figure 8:**
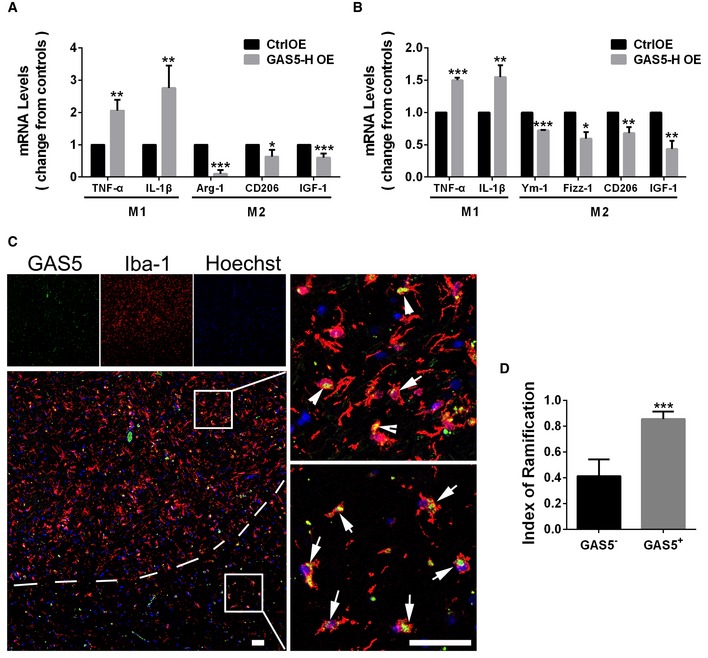
GAS5 inhibits human microglial M2 polarization and is differentially expressed in MS lesions Quantitative PCR analysis of M1 and M2 markers in human microglia nucleo‐transfected with the human GAS5 plasmid versus the control, *n* ≥ 3 experiments.Quantitative PCR analysis of M1 and M2 markers in mouse microglia nucleo‐transfected with the human GAS5 plasmid versus the control, *n* = 3 experiments.Representative FISH analysis of GAS5 (green) co‐stained with the anti‐Iba1 antibody (red) in brain slices from MS patients. Arrows indicate GAS5^+^Iba1^+^ cells. Scale bar = 50 μm.Statistical analysis of the RI of Iba1^+^GAS5^+^ or Iba1^+^GAS5^−^ cells in brain slices from MS patients, *n* = 6.Data information: *P <* *0.05, **P <* *0.01, ***P <* *0.001 (Student's *t*‐test). Data are shown as the mean ± SD.

We also examined the expression of GAS5 in microglia from MS patients. Using brain tissues from MS patients kindly provided by the Netherlands Brain Bank (NBB), we performed FISH and found that more GAS5 was present in the amoeba‐shaped microglia/macrophages, which was in agreement with the finding from EAE (Fig 8C). The ramification index of GAS5^+^ microglia/macrophages was significantly higher than the index for GAS5^−^ cells (Fig 8D). These results strongly suggested that GAS5 might be involved in the regulation of microglial functions in MS.

## Discussion

From transcriptional “noise” to functional participants, the roles of lncRNAs in neurological disorders are becoming recognized 15. GAS5 is a functional lncRNA identified decades ago that has been shown to be abnormally expressed in many types of tumors and to inhibit T‐cell proliferation 18, 20. In the present study, we demonstrate a novel role for GAS5 in microglial polarization. As the local macrophages, microglia are the major source of M2 cells in the CNS 30. The lack of M2 polarized microglia/macrophages impairs remyelination in MS and other demyelinating diseases 9, 10. We found that GAS5 modification in microglia affected the severity of EAE. Interfering with GAS5 in microglia attenuated EAE progression and promoted remyelination in a LPC model. Moreover, we found that GAS5 exhibited higher expression in amoeba‐shaped microglia/macrophages in the brain slices of MS patients and mice with EAE. We also demonstrated that the function of GAS5 in microglial polarization was conserved in humans and mice. Our work suggested that GAS5 was a promising target for the treatment of demyelinating diseases such as MS.

Currently, little is known about GAS5 signaling, although GAS5 has been shown to act as a “decoy” to combine with the DNA‐binding domain of glucocorticoid receptor and block its interactions with downstream targets 27. However, GAS only interacts with ligand‐activated GR and only a very small portion of GAS5 binding with GR at physiologic level of circulating cortisol, while no binding exists without GR ligand. GAS5 was found regulating microglial polarization under serum‐free conditions, which indicates the role of GR in the regulation of microglial polarization by GAS5 is ignorable. In the present study, we showed that GAS5 suppressed IRF4 transcription by binding with the major intracellular inhibitory compound PRC2. IRF4 is one of the most important transcription factors involved in microglial M2 polarization 22. A previous study showed that Jmjd3 increased IRF4 transcription by enhancing the demethylation of histone 3 Lys27 in the IRF4 promoter region to promote macrophage M2 polarization 31. In this study, GAS5 interacted with PRC2 by binding with EZH2, which was the main catalytic subunit of PRC2. Importantly, components of the polycomb repressive complex 1 (PRC1) showed no interaction with GAS5, supporting a specific role for PRC2 in recruiting lncRNAs. Furthermore, GAS5 overexpression enhanced the interaction between EZH2 and the IRF4 promoter and decreased IRF4 expression. Consistently, interference with GAS5 or EZH2 in microglia increased IRF4 expression. These results suggest that GAS5 binds PRC2 to suppress IRF4 transcription and inhibit microglial M2 polarization. Further, the active epigenetic mark H3K4me3 was reduced in MG^GAS5OE^ at the IRF4 promoter, but showed little changes in MG^GAS5i^, confirming the reduced expression of IRF4 observed upon GAS5 overexpression, and indicating that further regulative chromatin modifying mechanisms act during this process.

In contrast to macrophage M1 polarization, the mechanism underlying M2 polarization is not fully understood 22, 32. mTOR activation has been shown to promote macrophage M2 polarization 23. GAS5 is a member of the 5′‐terminal oligopyrimidine tract (5′‐TOP) family that is controlled by mTOR and has been shown to be upregulated by rapamycin (an mTOR inhibitor) in prostate cancer and T cells 33, 34. Consistent with these reports, we found that rapamycin treatment dramatically increased the GAS5 level in microglia, suggesting that mTOR was upstream of GAS5 in the regulation of microglial polarization. In the present study, we also found that GAS5 expression was decreased after IL‐4 and M‐CSF stimulation, both of which were reported to promote M2 polarization. IL‐4 promotes macrophage M2 polarization through PI3K and induces the expression of IRF4 35, 36, whereas M‐CSF can also activate PI3K and promote macrophage M2 polarization by regulating IRF4 22. Because PI3K is upstream of mTOR and GAS5 controls IRF4 expression 37, it is likely that an IL‐4/M‐CSF‐PI3K‐mTOR‐GAS5‐IRF4 pathway exists. This finding also explains why GAS5 expression decreased under IL‐4 and M‐CSF stimulation.

A further interesting point is that GAS5 is closely related to cell proliferation 20. We found that microglia from aged mice sorted by flow cytometry showed higher GAS5 expression (Fig EV5A and B). It is possible that this epigenetic regulation may account for the obstacle in microglial M2 polarization and the relevant failure in remyelination in aged mice 14, 38. Recently, Doring *et al* 39 reported that promoting macrophage/microglial proliferation with amphotericin B and M‐CSF benefited remyelination. It would be interesting to test whether GAS5 is involved in this process as a more direct target that regulates the function of aged microglia.

**Figure EV5:**
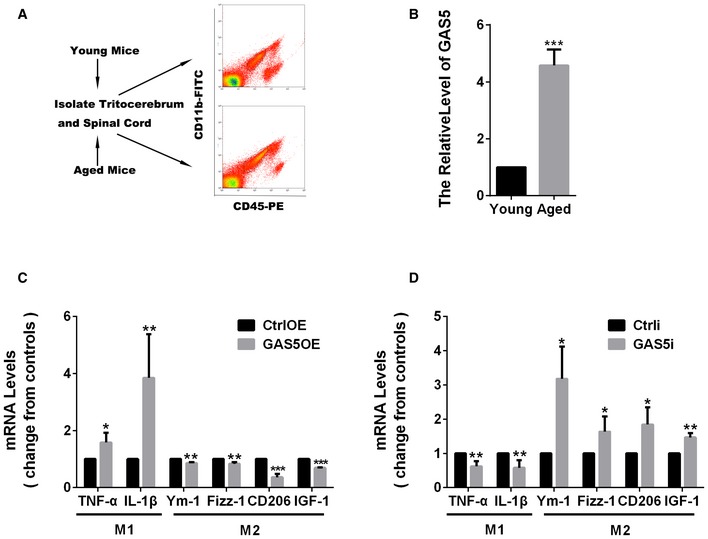
GAS5 is highly expressed in aged microglia and regulates the inflammatory response of monocytes AA schematic map of microglial isolation from young (6 weeks) and aged mice (> 15 months).BQuantitative PCR analysis of GAS5 in microglia from aged mice versus young mice, *n* = 3 experiments.C, DQuantitative PCR analysis of M1 and M2 markers in monocytes transduced with the GAS5OE (C) or GAS5i (D) lentivirus vectors versus the control, *n* ≥ 3 experiments.Data information: *P <* *0.05, **P <* *0.01, ***P <* *0.001 (B–D, Student's *t*‐test). Data are shown as the mean ± SD.

In summary, the data presented here demonstrated a novel role for GAS5 in microglial polarization and the pathogenesis of demyelinating diseases. These results suggest the potential therapeutic benefit of targeting GAS5 for the treatment of neurological disorders associated with microglial polarization, including MS, Alzheimer's disease, and Parkinson's disease.

## Materials and Methods

### Animal experiments

The animal experiments in this study were performed in adherence with the National Institutes of Health *Guidelines on the Care and Use of Laboratory Animals* and were approved by the Animal Experimentation Ethics Committee of the Second Military Medical University. All animals were purchased from Shanghai Slac Laboratory Animal Co., Ltd (Shanghai, China). The detailed EAE induction methods were described previously 13. Briefly, female C57BL/6 mice (8–10 weeks of age) were injected with MOG_35–55_ (GL Biochem, Shanghai) in complete Freund's adjuvant at 3 points in the back. The immunization day was defined as day 0. Pertussis toxin (516561, Calbiochem‐EMD Chemicals) in PBS was administered intraperitoneally on days 0 and 2. Clinical manifestations were examined daily by a blinded observer.

For the lysolecithin model, spinal cord lesions were induced as previously described 40. Briefly, female C57BL/6 mice (6–8 weeks) were deeply anesthetized with 3% chloral hydrate and a laminectomy was performed. After fixing the spine, 1 μl of 1% lysolecithin (62962, Sigma‐Aldrich) in a 0.9% sodium chloride solution was injected into the dorsal funiculus at the level of the T11–T12 vertebrae. The day of lysolecithin injection was designated day 0 (0 dpl). The spinal cord around the injection point was isolated and cut into serial cryosections. The demyelinated lesion volume 5 mm around the epicenter was calculated based on the equation 

V=∑demyelinated lesion area×width of section.

For transplantation of microglia in the EAE model, a small hole was drilled into the mouse skull and 5 × 10^5^ cells in 10 μl were inserted into the right lateral ventricle with a microinjector. For transplantation of microglia in the lysolecithin‐induced focal lesion model, 5 × 10^5^ cells in 2 μl were injected in the area near the lysolecithin injection point using the above paradigm at 3 dpl. For both models, microglia were injected at a flow rate of 1 μl/min, and all injections were performed with a stereotaxic apparatus.

### Cells cultures

Detailed methods for the primary culture and purification of microglia and OPCs were previously described 13, 41. Briefly, P0 C57BL/6 mice were sacrificed to acquire mixed cerebrum glial cell cultures containing microglia. After 10–14 days of growth in DMEM/F12 medium (Invitrogen) containing 10% fetal bovine serum (FBS, GBICO), the cultures were shaken for 6 h at 180 rpm at 37°C to collect the microglia. For M2 polarization, the microglia were stimulated with IL‐4 (10 ng/ml, R&D). To elucidate the role of mTOR in GAS5 expression, the microglia were stimulated with rapamycin (20 nM, LC laboratories). To obtain OPCs, P0 Sprague Dawley rats (SD rats) were sacrificed to perform mixed cortical glial cell cultures. After 8–10 days of growth in DMEM containing 10% FBS, the cultures were shaken for 1 h at 180 rpm at 37°C to remove the microglia. After replacing the medium, the cultures were shaken for another 14 h at 200 rpm at 37°C to collect the OPCs.

Primary cultured neurons were obtained from the cortices of P0 C57BL/6 mice as previously described 13. After dissection and digestion, the cortical neurons were suspended and seeded at a density between 5,000 and 50,000 cells/cm^2^ onto poly‐D‐lysine‐coated coverslips. The medium was replaced with neurobasal medium (GIBCO) supplemented with 2% B27 (GIBCO) after 4 h. OPCs and neurons were co‐cultured with microglia conditioned media at a 1:1 ratio.

Primary human microglia (HM1900) were purchased from ScienCell Research Laboratories (Carlsbad) and cultured in DMEM/F12 medium containing 10% FBS and 10 ng/ml macrophage–colony stimulation factor (M‐CSF, Sigma‐Aldrich).

### Microarray analysis

The microarray assay was performed using the Mouse LncRNA Array V2.0 (Arraystar). Quantile normalization and subsequent data processing were performed using the GeneSpring GX v11.5.1 software package (Agilent Technologies). 

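The table of log2 values from this step holds 14055 probes. Each of its columns ranks the probes almost exactly as the processed signal of the same array does, and all 6 columns share 1 highest value, 18.4. The values recomputed from the scanner output differed from the table by a median of -0.06 log2 units (SD 0.04 over probes and arrays). The table has 0 of the 24592 probes of one unbroken run of identifier numbers, although 10341 of these were well above background on all 6 arrays, and 0 of the 118 probes named by an mRNA accession. It has 97.6% of the probes of the other identifier series that were well above background on more than 3 arrays, and 25.2% of those well above background on exactly 3.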

The threshold for differentially expressed genes was fold change ≥ 2 and *P*‐value ≤ 0.05. Hierarchical clustering was performed using the TM‐MEV software (MultiExperiment Viewer).

The co‐expression analysis was performed with the assistance of Novel Bioinformatics Company. Briefly, the adjacency between two genes was defined as a power of the Pearson correlation between the corresponding gene expression profiles according to the normalized signal intensity. When creating the visual representation, only the strongest correlations (0.99 or greater) were drawn in these renderings. In the gene co‐expression networks, each gene corresponds to a node, and two genes are connected by an edge (either positive or negative). A degree is defined as the number of directly linked neighbors. A k‐core of a network or a graph is a subgraph in which all nodes are connected to at least k other nodes in the subgraph 42.

### Lentivirus transduction and electroporation

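In the RefSeq annotation of GRCm38.p6, mouse Gas5 is a lncRNA gene, also listed as Snhg2, with 8 RefSeq transcripts. The spans of 8 snoRNA genes, Snord47 among them, lie within it. The array was designed on another build (mm9), so no coordinates are given.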

The mouse GAS5 sequence (IMAGE clone 3585621, Thermo) was ligated into the GV303 plasmid (GeneChem, Shanghai). The siRNAs for mouse GAS5 or EZH2 were ligated into the GV113 plasmid (GeneChem). The sequences for GAS5 siRNA were 5′‐GCGAGCGCAATGTAAGCAA‐3′ and 5′‐CCTCTGTGATGGGACATCT‐3′, and the sequences for EZH2 siRNA were 5′‐AAGCACAATGCAACACCAA‐3′ and 5′‐GCTTTGGACAACAAGCCTT‐3′. The titers of concentrated viral particles ranged between 3 × 10^8^ and 1 × 10^9^ transducing units/ml. Lentiviral particles were added to cultured microglia at a multiplicity of infection (MOI) = 10, and the supernatant was changed 12 h after infection.

The human GAS5 sequence was cloned and ligated into the pCDH dual‐promoter plasmid (CD513B‐1, SBI). Mouse microglia and human microglia were collected and transfected using nucleofection (programs Y‐001 and Y‐010, respectively; Amaxa).

### Flow cytometry

The isolation of microglia from EAE mice was performed as previously described 13. Briefly, EAE mice were sacrificed, and the hindbrain and spinal cord were collected for homogenization and digestion. After gradient centrifugation using Percoll (17‐0891‐09, GE Healthcare), the majority of the mononuclear cells were collected and stained with PE‐CD45 (BD Biosciences) and FITC‐CD11b (BD Biosciences) antibodies after incubation with a CD16/CD32 (BD Biosciences) antibody as a block. CD11b^+^CD45^L^ cells were sorted on a Moflo XDP (Beckman Coulter) and assessed.

For apoptosis analysis, OPCs were stained with FITC‐Annexin‐V and 7‐AAD using a Cell Apoptosis Analysis Kit (Sungene, Tianjin) according to the manufacturer's instructions. Annexin‐V^+^7‐AAD^−^ cells were considered cells in early apoptosis, whereas Annexin‐V^+^7‐AAD^+^ cells were considered cells in late apoptosis.

### RNA isolation and quantitative PCR

Total RNA was extracted with the TRIzol reagent (Invitrogen), and first‐strand cDNA was synthesized using a RevertAid First Strand cDNA Synthesis Kit (Thermo Scientific Fermentas) according to the manufacturer's instructions. Quantitative PCR (qPCR) was performed on a LightCycler 96 apparatus (Roche) using the SYBR Green Real‐time PCR Master Mix (TOYOBO). Gene expression was normalized to a standard housekeeping gene (GAPDH) using the ΔΔ*C*_T_ method. Primers were listed in Appendix Tables S2 and S3.

### Western blot and ELISA

Primary cell cultures were homogenized in NP40 buffer (Beyotime, China) supplemented with a protease inhibitor cocktail (Roche). The cell lysates were subjected to Western blotting using the anti‐IRF4 (1:500, sc‐6059, Santa Cruz), anti‐TNF‐α (1:500, AF‐510‐NA, R&D), anti‐MBP (1:500, MAB382, Chemicon), anti‐EZH2 (1:500, ab3748, Abcam), and HRP‐conjugated anti‐GAPDH (Kangcheng, Shanghai, China) antibodies. The protein bands were analyzed using Image Lab analysis (Bio‐Rad).

The TNF‐α, IL‐1β, and IGF‐1 levels in the supernatants were detected using an ELISA according to the manufacturer's instructions (EK2822, EK201B2, Multi Sciences, Hangzhou, China; MG100, R&D). The sample concentrations were calculated using an equation generated from a standard curve.

### Fluorescence *in situ* hybridization (FISH) and immunocytofluorescence staining (ICF)

An approximately 500‐bp mouse or human GAS5 sequence (Appendix Table S1) was cloned and ligated into the pEASY‐T5 plasmid (Transgen, Beijing, China) containing the T3 and T7 promoters, respectively. Antisense and sense digoxigenin‐labeled cRNA probes were synthesized with a DIG‐RNA Labeling Kit (12430721, Roche) with linearized templates. *In situ* hybridization was performed according to the previous report 43.

For ICF, cells or tissue sections were fixed, permeabilized, and incubated with primary antibodies (MBP, MAB382, Chemicon; MAP2, M9942, Sigma‐Aldrich; TNF‐α, AF‐510‐NA, R&D; Arg‐1, 610708, BD; Olig2, AB9610, Millipore; CC1, ab16794, Abcam; TMEM119, ab209064, Abcam; and Iba1, 019‐19471, Wako) overnight at 4°C, followed by 2 h of incubation with TRITC‐ or FITC‐conjugated secondary antibodies (Jackson Immuno Research). Then, the samples were counterstained with Hoechst 33342 (Sigma‐Aldrich). Fluorescence images were captured using fluorescence microscopy (DXM, Nikon) or confocal microscopy (Leica) and analyzed using Image‐Pro Plus (Media Cybernetics).

### TUNEL assays

TUNEL assay was carried out using the *In Situ* Cell Death Detection Kit, TMR red (12156, Roche) according to the manufacturer's instructions. Briefly, the specimens were fixed, permeabilized, and subsequently incubated with the TUNEL reaction solution mixture in a humidified 37°C chamber for 1 h. The cell nuclei were labeled with Hoechst 33342. The percentage of TUNEL‐labeled cells versus Hoechst‐labeled cells was calculated.

### Histological staining

Lumbar spinal cords from EAE or lysolecithin‐injected mice were isolated and cut into cryosections or paraffin sections. Every 7^th^ (cryosection) or 15^th^ (paraffin section) section was collected from each animal. The sections were stained with hematoxylin and eosin (H&E) solution or Luxol fast blue (LFB) and periodic acid schiff (PAS). The inflammatory infiltrating cells for H&E and the demyelination area for lysolecithin were calculated by blinded independent readers.

### Transmission electron microscopy (EM)

Briefly, mice were sacrificed and transcardially perfused with 4% PFA. Then, the dorsal column of spinal cords was isolated and fixed in 2.5% glutaraldehyde for 2 h and post‐fixed in 1% osmium tetroxide for 45 min before being dehydrated and embedded in araldite resin. Ultrathin sections (60 nm) were stained in uranyl acetate and lead citrate. Samples were visualized using a transmission electron microscope (Hitachi H‐7650, Japan) at 100 KV.

### RNA immunoprecipitation

The RNA immunoprecipitation (RIP) experiments were performed using the Magna RIP RNA‐Binding Protein Immunoprecipitation Kit (17‐700, Millipore) following the manufacturer's instructions. After incubation of the microglial lysate with the anti‐EZH2 (ab3748, Abcam) or anti‐GR (ab3580, Abcam) or anti‐RbAp48 (ab1765, Abcam) or anti‐RING1A/B (ab32644, Abcam) antibody, the co‐precipitated RNA was detected by qPCR. The ratio of RNA binding with a specific antibody versus the total RNA was calculated.

### RNA pull‐down

The RNA pull‐down experiments were performed using the Magnetic RNA‐Protein Pull‐Down Kit (20164, Thermo) following the manufacturer's instructions. The retrieved proteins were detected by silver staining after SDS–PAGE gel electrophoresis or Western blotting with an anti‐EZH2 antibody (ab3748, Abcam).

### ChIP and chromatin isolation by RNA purification (CHIRP)

ChIP was performed using an EZ ChIP™ Chromatin Immunoprecipitation Kit (17‐371, Millipore) following the manufacturer's protocol. Quantitative PCR was conducted to detect DNA fragments binding with EZH2 or H3K27me3 (17‐622, Millipore) or H3K4me3 (17‐614, millipore). Primers were designed to detect a ~2,000‐bp area before the transcriptional start site. The ratio of DNA binding with EZH2 versus total DNA was calculated and compared between groups.

CHIRP was performed according to a previous report 44. Briefly, biotin‐labeled GAS5 cRNA probes as used in FISH were transcribed with the Biotin RNA Labeling Mix (Roche) and T7 RNA polymerase (Thermo) *in vitro*, treated with RNase‐free DNase I (Thermo), and purified with the RNA Purification Kit (Transgen). Primary cultured microglia were collected and sonicated as in ChIP with adding RNase inhibitors. Then, the hybridization was performed with biotinylated cRNA probes at 60°C overnight in hybridization solution. After adding streptavidin magnetic beads (Roche) and incubating for 30 min at 37°C, beads were washed and bound chromatin was isolated as in ChIP. Quantitative PCR was conducted to detect DNA fragments binding with GAS5 and the ratio of DNA binding with GAS5 versus total DNA was calculated.

### Statistics

A two‐tailed Student's *t‐*test was applied for the statistical comparison of two groups, and a one‐way ANOVA with Dunnett's *post hoc* test was used for multiple groups. The EAE model was analyzed using the nonparametric Mann–Whitney *U‐*test. The data were presented as the mean ± SD unless otherwise indicated. A *P *<* *0.05 was considered statistically significant.

### Data deposition

All microarray data have been deposited in the Gene Expression Omnibus (GEO GSE99216).

## Author contributions

LC and CH designed the experiments and contributed to the writing of the manuscript. DS, ZY, XF, ML, YP, QS, DW, XZ, AH, and ZX conducted experiments. CZ and RJMF analyzed and interpreted results and contributed to the writing of the manuscript.

## Conflict of interest

The authors declare that they have no conflict of interest.

## Supporting information

Appendix Click here for additional data file.

Expanded View Figures PDF Click here for additional data file.

Source Data for Expanded View Click here for additional data file.

Review Process File Click here for additional data file.

Source Data for Figure 2 Click here for additional data file.

Source Data for Figure 7 Click here for additional data file.

# Supplementary material for: LncRNA GAS5 inhibits microglial M2 polarization and exacerbates demyelination
**Source:** EMBO Rep. 2017 Aug 14;18(10):1801–16. doi: 10.15252/embr.201643668
**Supplement:** Supplementary file 1 — Appendix

# APPENDIX

## Long Noncoding RNA GAS5 Inhibits Microglial M2 Polarization and Exacerbates EAE

Dingya Sun<sup>#</sup>, Zhongwang Yu<sup>#</sup>, Xue Fang<sup>#</sup>, Mingdong Liu, Yingyan Pu, Qi Shao, Dan Wang, Xiaolin Zhao, Aijun Huang, Zhenghua Xiang, Chao Zhao, Robin J.M. Franklin, Li Cao\* and Cheng He\*

### Contents

Appendix table S1: Sequence of FISH probes (Page 1)

Appendix table S2: QPCR primers for mouse genes (Page 2)

Appendix table S3: QPCR primers for human genes (Page 2)

Appendix figure S1. The lentivirus-mediated silencing of GAS5 and EZH2 in microglia (Page 3)

Appendix figure S2. ChIP analysis of microglia with the anti-H3K4me3 antibody (Page 3)

Appendix table S1.

| The sequence of FISH probe for mouse GAS5:                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  | The sequence of FISH probe for human GAS5:                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

**Appendix table S2. QPCR primers for mouse genes:**

|               |   |                           |
|---------------|---|---------------------------|
| TNF- $\alpha$ | F | GCCTCCCTCTCATCAGTTCT      |
|               | R | ACTTGGTGGTTTGCTACGAC      |
| IL-1 $\beta$  | F | TTCAGGCAGGCAGTATCA        |
|               | R | GTCACACACCAGCAGGTTAT      |
| Ym-1          | F | TACTCCTCAGAACCGTCAGAT     |
|               | R | CATTCCTTCACCAGAACAC       |
| Fizz1         | F | ATGCCAACTTTGAATAGGATG     |
|               | R | CTTGACCTTATTCTCCACGAT     |
| CD206         | F | AAGATCTCATGGGCAACATCG     |
|               | R | CTTGCCAGGATAGTAAATGAGCAAT |
| IGF-1         | F | ATGCTCTTCAGTTCGTGTGT      |
|               | R | GGCTGCTTTTGTAGGCTTC       |
| GAPDH         | F | TCAACGACCCCTTCATTGACC     |
|               | R | CTTCCCGTTGATGACAAGCTTC    |
| IRF4          | F | ATTGTTTAAAGGCAAGTTCCGAGA  |
|               | R | CTCGACCAATTCCTCAAAGTCA    |
| GR            | F | CGCTAACATTAATTTCCGTGTG    |
|               | R | GACTAGGTGCTCTATACCAGT     |
| GAS5          | F | GGCAAATGAGCACTAAAG        |
|               | R | CACCCACTCCTCTATCTACA      |

**Appendix table S3. QPCR primers for human genes:**

|               |   |                             |
|---------------|---|-----------------------------|
| TNF- $\alpha$ | F | GCATCGCCGTCTCCTACCAG        |
|               | R | CGCTGAGTCGGTCACCCCTC        |
| IL-1 $\beta$  | F | GCTACGAATCTCCGACCAC         |
|               | R | ACATAAGCCTCGTTATCCCA        |
| iNOS          | F | TCCCACCTGACCTTGTGCTT        |
|               | R | AGGGCGTACCACTTTAGCTC        |
| Arg-1         | F | AAGCCTATTGACTACCTTAACCC     |
|               | R | ATGCCATTAACATGAGATTTATATCGG |
| CD206         | F | ATACCTGCGACAGTAAACGA        |
|               | R | TTGCAGTATGTCTCCGCTTC        |
| IGF-1         | F | CACATCACATCCTCTTCG          |
|               | R | CTGGAGCCGTACCCTGTG          |
| GAPDH         | F | CTCTGACTTCAACAGCGACACC      |
|               | R | CTGTTGCTGTAGCCAAATTCGTT     |
| GAS5          | F | CTCTGGATAGCACCTTATGGAC      |
|               | R | CTTCCAGCTTTCTGTCTAATGCC     |

### Appendix figure S1. The lentivirus-mediated silencing of GAS5 and EZH2 in microglia.

Quantitative PCR analysis of GAS5 (a) and EZH2 (b) in microglia transduced with the GAS5i or EZH2i lentivirus versus the control, n = 3 experiments. \*\*\* $P < 0.001$  versus control (Student's  $t$ -test). Data are shown as mean  $\pm$  SD.

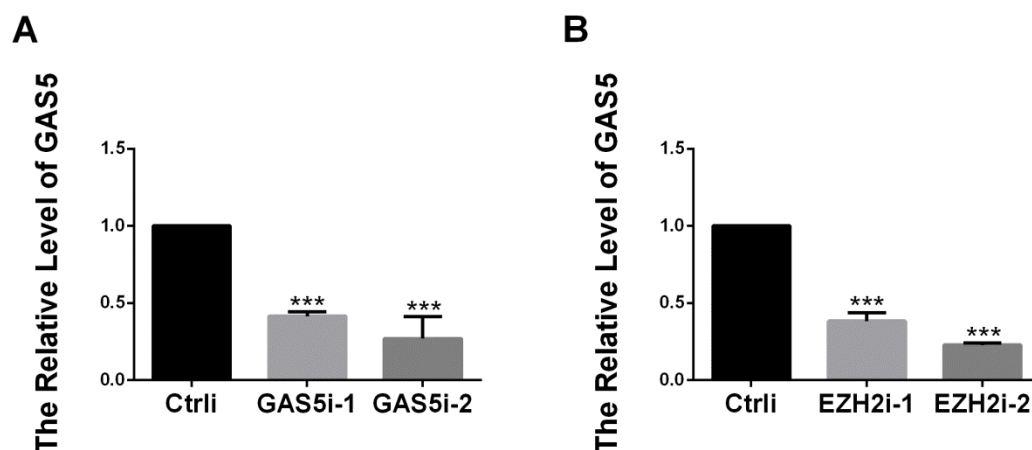

### Appendix figure S2. ChIP analysis of microglia with the anti-H3K4me3 antibody.

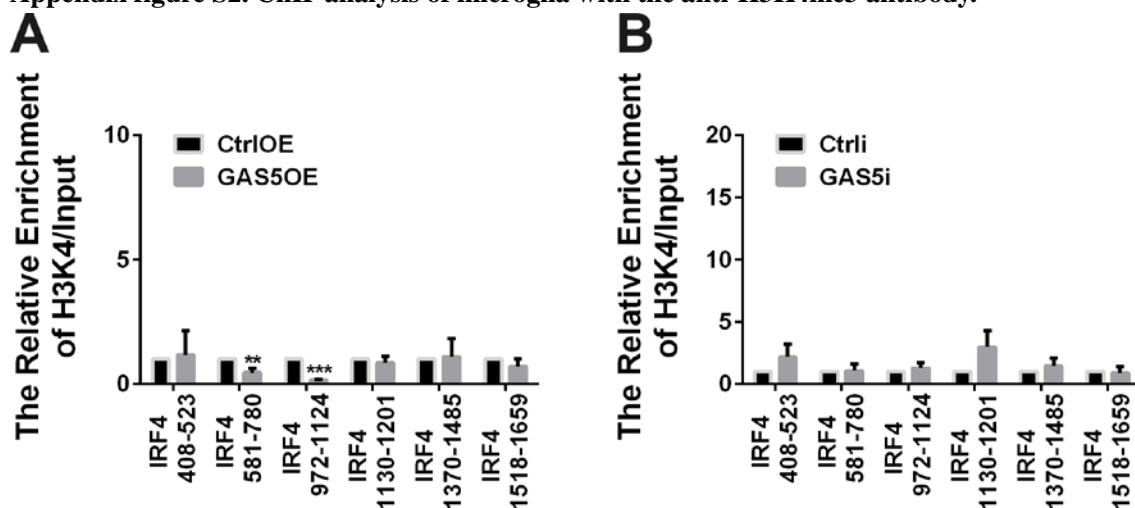

ChIP analysis of microglia transduced with the CtrlOE/GAS5OE (a) or CtrlI/GAS5i (b) lentivirus on the IRF4 promoter regions using the anti-H3K4me3 antibody, n = 3 experiments. \*\* $p < 0.01$ , \*\*\* $P < 0.001$  versus control (Student's  $t$ -test). Data are shown as the mean  $\pm$  SD.

# Supplementary material for: LncRNA GAS5 inhibits microglial M2 polarization and exacerbates demyelination
**Source:** EMBO Rep. 2017 Aug 14;18(10):1801–16. doi: 10.15252/embr.201643668
**Supplement:** Supplementary file 2 — Expanded View Figures PDF

## Expanded View Figures

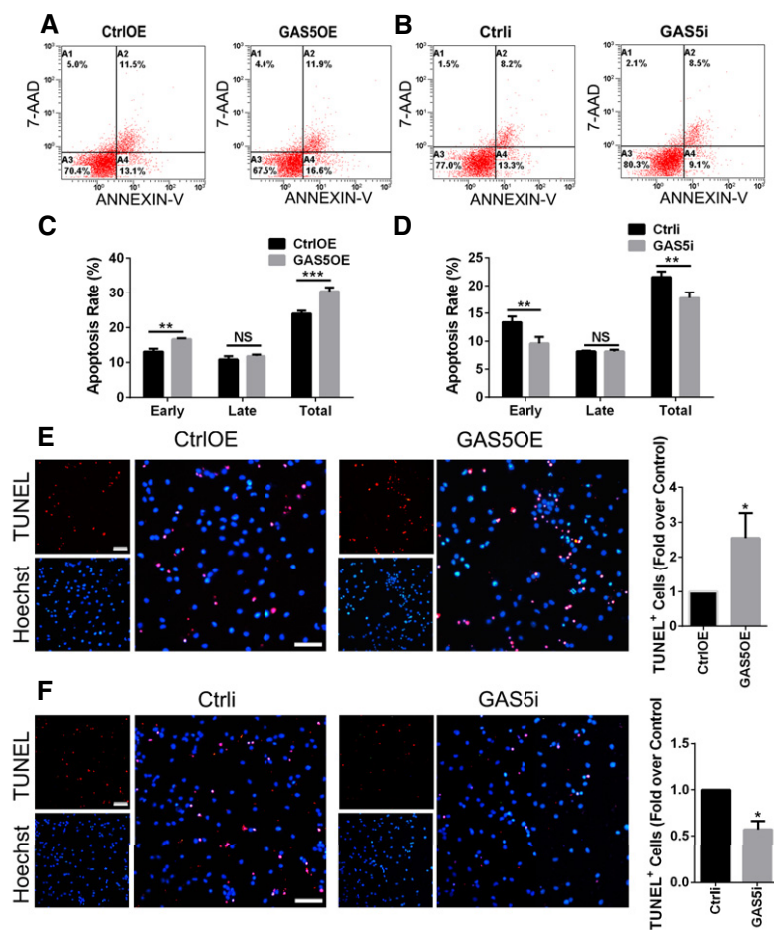

**Figure EV1. GAS5-modified microglia affect OPC survival.**

A, B Representative flow cytometry analysis after Annexin-V/7-AAD staining in OPCs incubated with conditioned medium from MG<sup>GAS5OE</sup> (A) or MG<sup>GAS5i</sup> (B) for 24 h versus the control.

C, D Apoptosis rate of the OPCs in (C) and (D) respectively,  $n = 3$  experiments.

E, F TUNEL analysis of apoptosis in OPCs incubated with conditioned medium from MG<sup>GAS5OE</sup> (E) or MG<sup>GAS5i</sup> (F) for 24 h versus the control,  $n = 3$  experiments. The ratio of TUNEL<sup>+</sup>/Hoechst<sup>+</sup> cells was calculated and compared between groups. Scale bars = 50  $\mu$ m.

Data information: \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$  versus control (Student's  $t$ -test). Data are shown as the mean  $\pm$  SD.

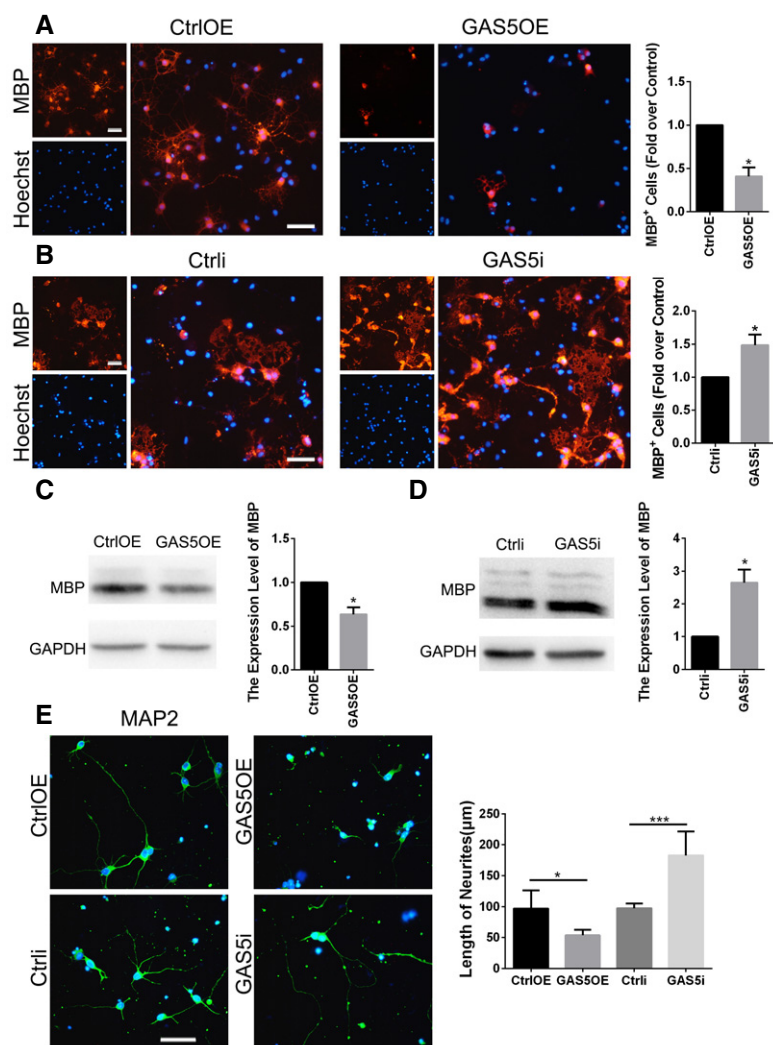

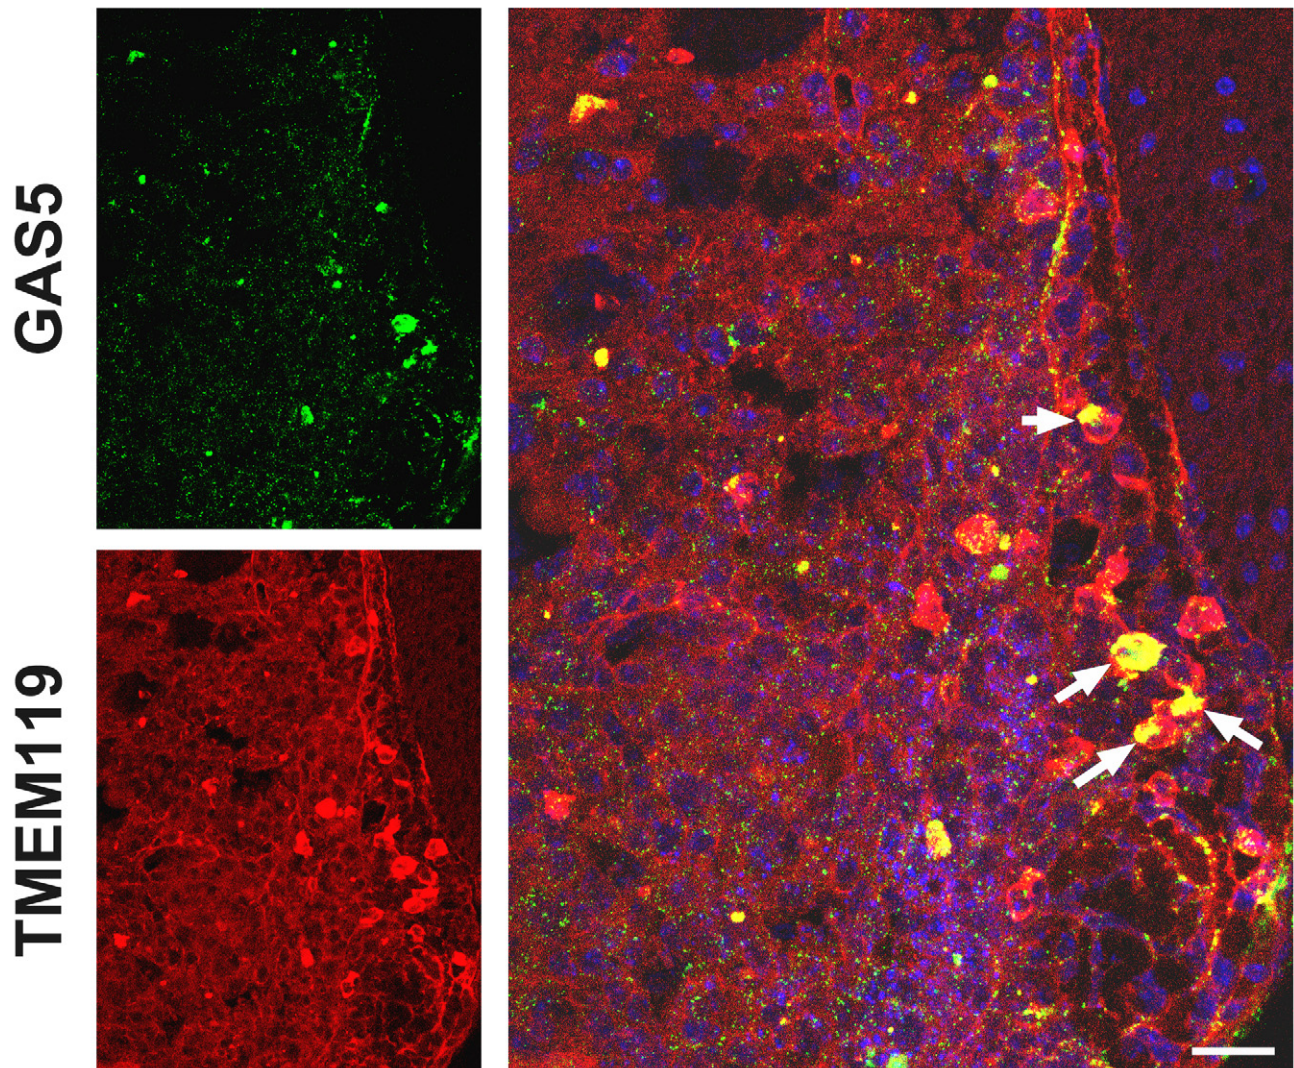

**Figure EV3. GAS5 is expressed in the microglia of EAE.**

Representative FISH analysis of GAS5 (green) co-stained with an anti-TMEM119 antibody (red) in spinal cord sections from EAE mice at 30 dpi. Arrows indicate GAS5<sup>+</sup>TMEM119<sup>+</sup> cells. Scale bars = 25  $\mu$ m.

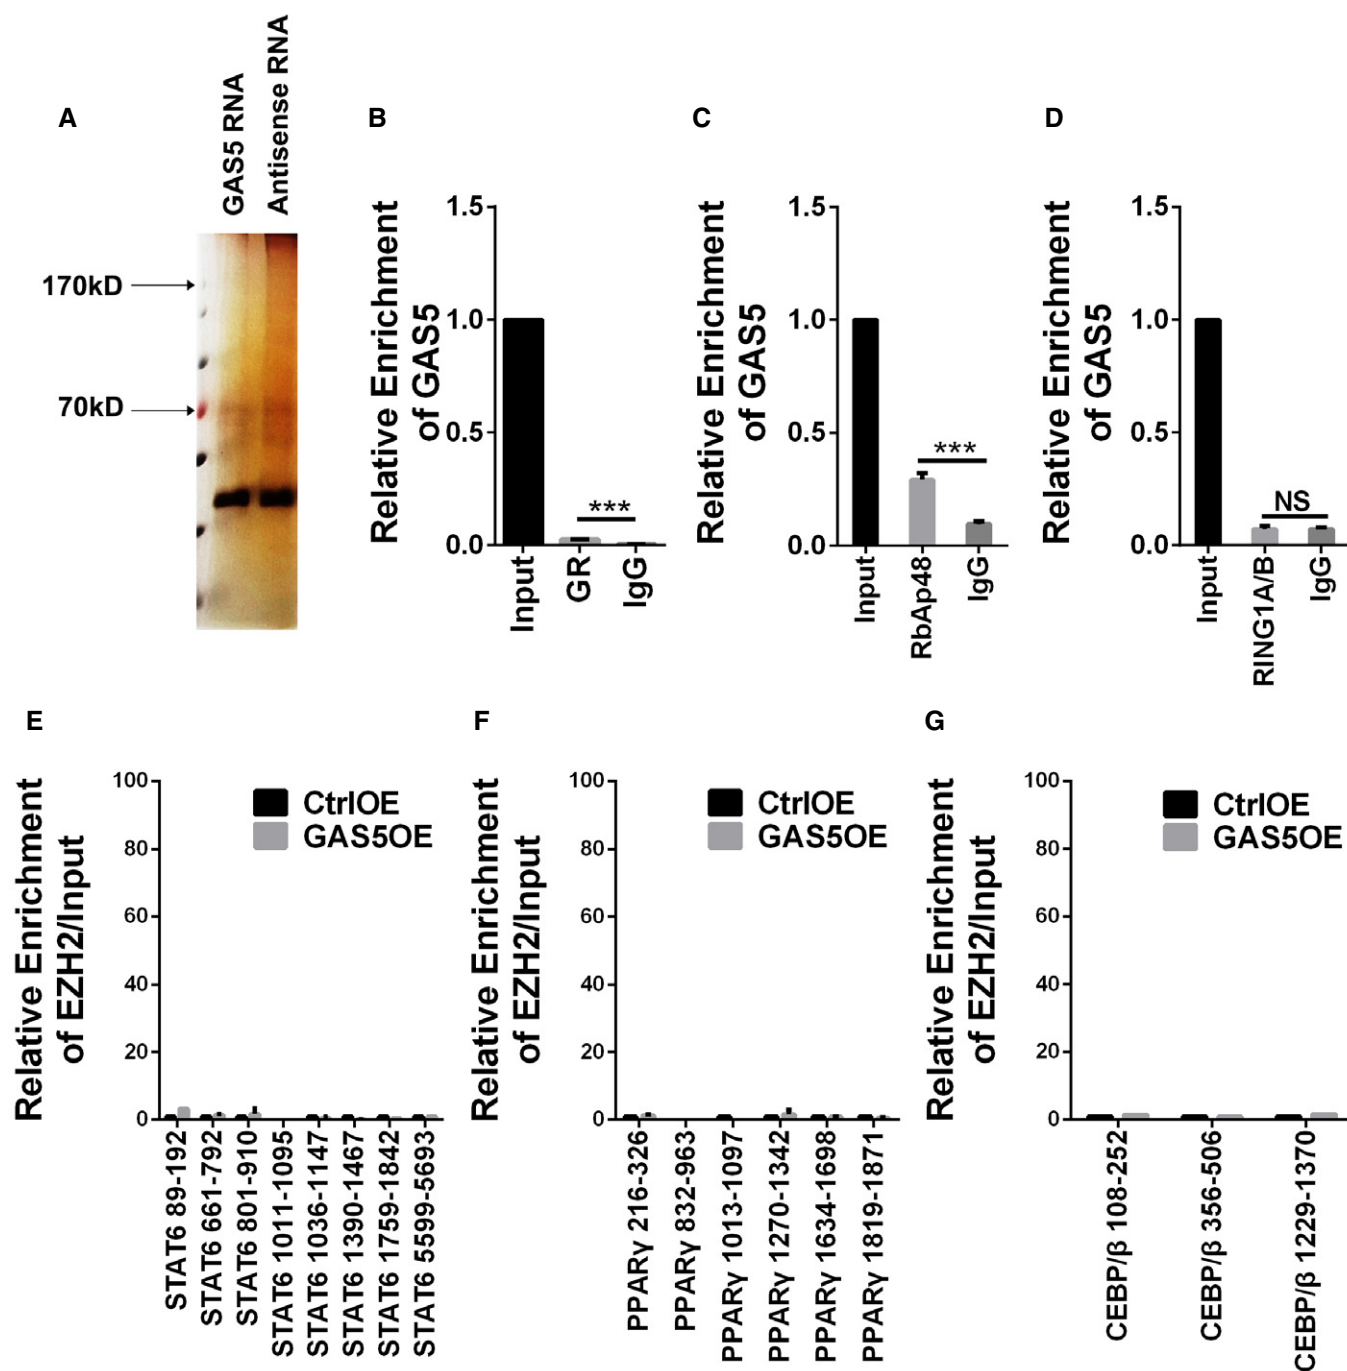

**Figure EV4.** Analysis of the mechanism regulating microglial polarization by GAS5.

A Silver staining to identify specific binding partners of GAS5 after RNA pull-down experiment.

B RNA IP analysis between GR and GAS5. *N* = 3 experiments.

C RNA IP analysis between RbAp48 and GAS5. *N* = 3 experiments.

D RNA IP analysis between RING1A/B and GAS5. *N* = 3 experiments.

E–G ChIP analysis of microglia transduced with the CtrlOE or GAS5OE lentivirus. The promoter regions of STAT6 (E), PPARG (F) and CEBPβ (G) were detected in MG<sup>GAS5OE</sup> versus the control using the anti-EZH2 antibody.

Data information: \*\*\**P* < 0.001 (B–D, Student's *t*-test). Data are shown as the mean ± SD.

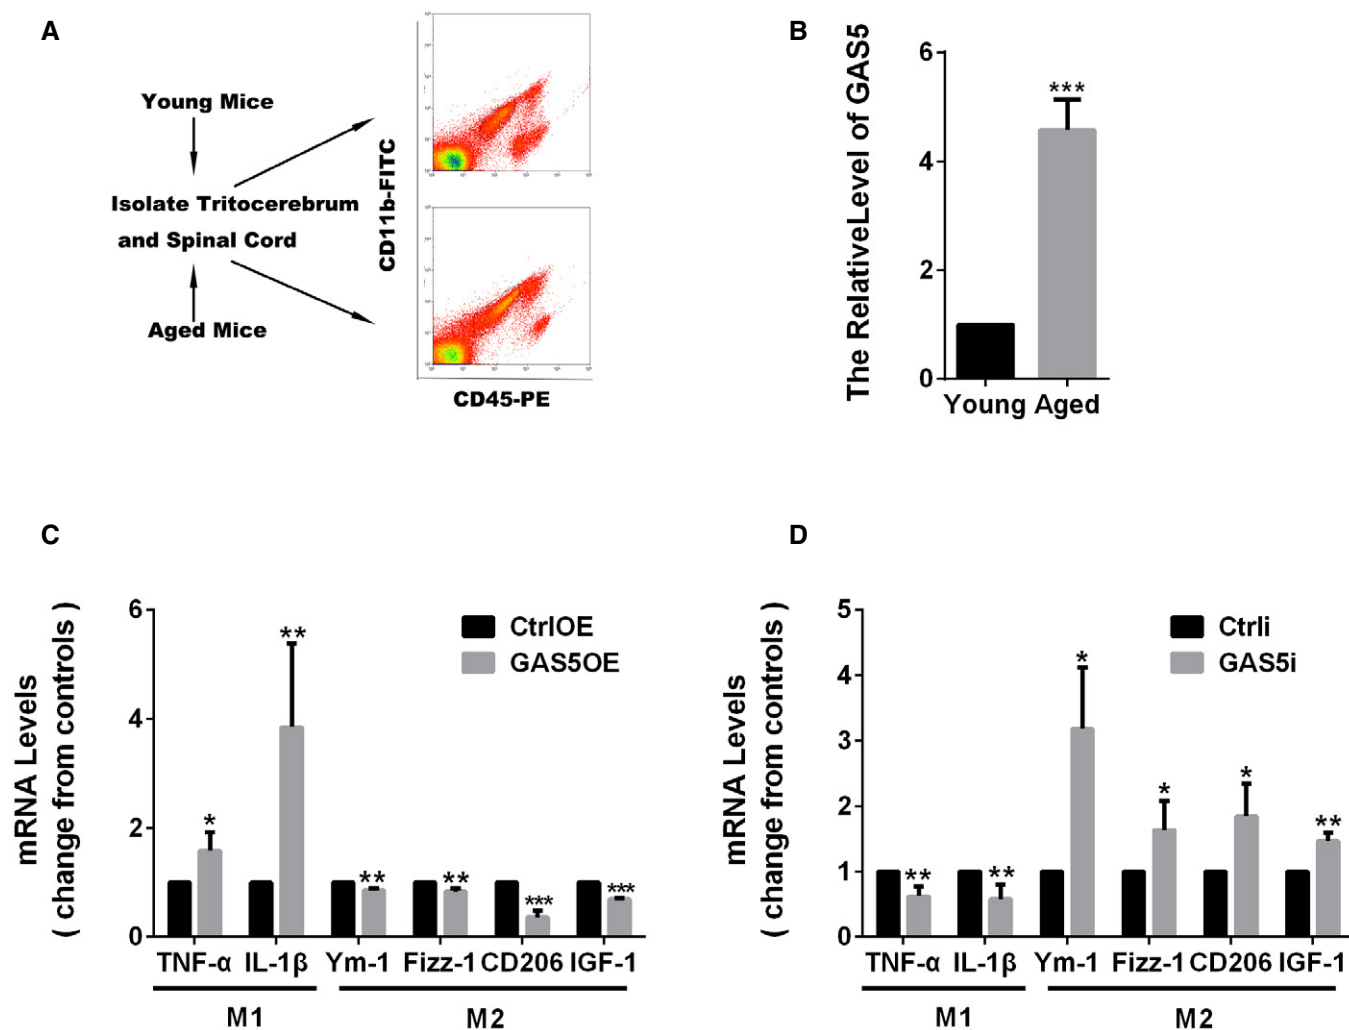

**Figure EV5.** GAS5 is highly expressed in aged microglia and regulates the inflammatory response of monocytes.

**A** A schematic map of microglial isolation from young (6 weeks) and aged mice (> 15 months).

**B** Quantitative PCR analysis of GAS5 in microglia from aged mice versus young mice,  $n = 3$  experiments.

**C, D** Quantitative PCR analysis of M1 and M2 markers in monocytes transduced with the GAS5OE (**C**) or GAS5i (**D**) lentivirus vectors versus the control,  $n \geq 3$  experiments.

Data information:  $*P < 0.05$ ,  $**P < 0.01$ ,  $***P < 0.001$  (B–D, Student's  $t$ -test). Data are shown as the mean  $\pm$  SD.

How the deposited data were processed for this re-analysis (not part of the article)

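RNA from primary mouse microglia was measured on 6 one-colour Agilent arrays of lncRNA and mRNA probes, 3 of resting cells and 3 of cells kept for 24 h with 10 ng/ml IL-4. Groups and replicate numbers were taken from the sample labels and the paper.

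The authors deposited the output of Agilent Feature Extraction (version 10.7.3.1) for each array, whose processed signal is an intensity with background subtracted within the array and no normalization between arrays. The authors also deposited a table of log2 values, quantile normalized in GeneSpring GX as the methods state, for part of the probes. Its columns were matched to the arrays by sample, and the table was used as an alternative.

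From the intensities, control spots, 1200 spots of negative probes and spots flagged as outliers were left out. The log2 processed signals were quantile normalized, as in the paper's methods, and replicate spots of a probe were averaged afterwards. A probe was tested when it was well above background on at least 3 arrays and had an unflagged value on at least 2 arrays of each group. The 32992 probes that passed were fitted with limma (version 3.58.1, R 4.3.3) with condition as the only term. A probe was called differentially expressed at a fold change of at least 2 and an unadjusted P of at most 0.05, the paper's limits, and the same count was taken with Benjamini-Hochberg adjusted p-values over all tested probes. With 3 arrays in each group, the smallest p an exact two-sided permutation test can give is 0.1. Figures were drawn with matplotlib (version 3.10.9).

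The plan was to count lncRNA and mRNA probes apart, and over all probes if no annotation gave the class. None of the tables used here gave it, so the count is over all probes. A split by identifier series was added after the data were seen: probes named by an mRNA accession and those of the one run of numbers missing from the authors' table were set apart, and the remaining 34999 probes are called lncRNA-series probes. RefSeq accessions named 116 of the 123 probes that carry an mRNA or noncoding RNA accession (GRCm38.p6 annotation, for names only).

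The rule for naming single probes was fixed before the data were examined. It took the 5 lncRNA and the 5 mRNA probes with the largest rise and fall among those past the limits whose groups did not overlap and which were well above background on all 3 arrays of at least one group, and every gene the paper names. Because most probes carry an identifier in place of a gene name, only 2 probes that rose and 2 that fell are named. The changes of GAS5, TSC1, the other genes the paper names, the correlations with GAS5 and the gene lists planned for polarization markers, cell types, ribosomal and snoRNA host genes were not analysed here. The count of strongly correlated pairs among all differentially expressed probes was added in place of the count for GAS5.

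Alternatives covered the normalization, the background correction, the filter on dim probes, outlier flags, the authors' table, each array left out in turn, the replicate number or the scan as a block, the methods' t-test, an intensity trend in limma and counting by identifier. The normexp correction planned on the mean spot signal was not run, since a median signal is what the scanner output holds, and it was run on the median signal with an offset of 50.

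The fits were tested on simulated data drawn from the means and spread of 33266 spots well above background on at least 3 arrays, with 200 of them changed by at least 2 log2 units. The 200 were drawn from spots with a mean above the median, so the recovery does not cover dimmer spots. Noise was drawn independently for each spot. For IL-4 against resting, limma recovered 98.0% of the changed spots at the paper's limits and 33.0% after adjustment, and called 1249 of the unchanged ones. With nothing changed, it called 1255 at the paper's limits and 0 after adjustment.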

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

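The measures and tests in this part were chosen after the result was seen. Because each condition has 3 arrays, the 6 arrays of both conditions were taken as 1 group, and the gap from the farthest array to its nearest neighbour was divided by the whole range. Chance gives a gap past the critical value in about 1 of 20 such groups. Of 11 technical measures, 4 exceeded it, and IL-4 array 2 was the farthest array in all 4. The measures are not independent of each other.

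The median signal of the negative probes had a gap of 0.932 of the range, with 71.2 on IL-4 array 2 and 2.67 to 7.37 on the other 5. The share of negative spots well above background had a gap of 0.843, with 67.7% on IL-4 array 2 and 0.417% to 11.0% on the others. The median signal of all probes had a gap of 0.875, with 125.2 against 12.3 to 26.4. The rank correlation across 1728 pairs of probes for the opposite strands of one lincRNA exon had a gap of 0.713, with 0.246 against -0.00655 to 0.0660. These correlations are across probes, which are not independent replicates.

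A difference between scans is argued against, because the resting arrays of the same scan had a median of at most 5.23. Higher scanner gain would raise bright probes in proportion, and the 99th percentile of signal on IL-4 array 2 was 0.855 of the highest among the other arrays, while its local background (24) lay within their range of 19 to 25. Hybridization shared by both strands, as from genomic DNA, stays open. The strand correlation of 0.246 goes with it, and so does 0.223 over 481 pairs of ultraconserved-region probes, against 0.0426 to 0.141 on the other arrays. Over 340 pairs of mouse lincRNA probes it was -0.0151, within the range of the other arrays, and over 608 pairs of human lincRNA probes it was 0.0915, below the 0.119 of resting array 3. An effect of IL-4 in this culture alone was not tested, and IL-4 arrays 1 and 3 had medians of 4.64 and 7.37.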

How the results depend on the processing

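The alternatives were set before the data were examined, except the normexp correction on the median signal, the settings that combine the methods' t-test with another choice, the split by identifier series, the bounds of named probes with an array left out or measured on part of a group's arrays, and all counts of correlated pairs, which were chosen after seeing the data.

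The adjusted count was 0 in every setting run, for all probes and for both series, including the methods' t-test, whose smallest adjusted p was 0.219. Over the settings the smallest adjusted p ranged from 0.0538, with the scan as a block, to 1.00, without resting replicate 1.

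The unadjusted count of 1631 probes, 1021 of the lncRNA series and 610 of the other, stayed within 1.5 times with flagged spots kept, an intensity trend, counting by identifier and the 75th percentile. A similar count did not mean the same probes: of the 1271 called with the 75th percentile, 824 were among the 1631, and so were 1099 of 1292 with the trend and 1610 of 1616 with flagged spots kept. The 75th percentile changed the split of directions: 555 of 768 lncRNA-series calls were lower with IL-4 (72.3%, against 87.1%), and 196 of 503 calls of the other series (39.0%, against 62.0%). With a signal well above background required on all 6 arrays the counts were 490, 263 and 227, over fewer probes tested, and with no filter 3120, 2008 and 1112, over more. Of the 490, 356 were among the 1631. The normexp correction gave 270, 141 and 129, and 171 of the 270 were among the 1631. This setting also took the median signal and added an offset of 50. That offset exceeds the median processed signal of 5 arrays (12.3 to 26.4) and so narrows log2 differences between dim signals. How much of the drop it accounts for was not tested. The methods' t-test gave 836, 548 and 288, all among the 1631; it does not share the estimate of spread across probes. With the same limma fit, the authors' table gave 752 probes, over 14055 tested. The methods' t-test gave 402 on that table, 117 on its probes well above background on all 6 arrays, and 206, 118 and 88 on the recomputed values with that filter.

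Leaving out 1 array moved the counts from 824 to 4007 for all probes, from 538 to 2430 for the lncRNA series and from 286 to 1577 for the other. The highest came without IL-4 replicate 1 and the lowest without resting replicate 3. Without IL-4 replicate 2, the array with the high negative-probe signal, the counts were 1610, 1093 and 517, and 910 of the 1610 were among the 1631. With the scan as a block they were 8862, 5107 and 3755; in that fit IL-4 arrays 1 and 3 each take up a scan term, so IL-4 array 2 alone is compared with the resting arrays.

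With a replicate block the count was 1600, of which 1223 were among the 1631. Arrays with the same replicate number deviated from their group means with correlations across probes of -0.22, 0.14 and -0.09, so the numbers do not pair the cultures.

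The first split of the arrays set IL-4 array 2 apart under the 75th percentile, both filters, flagged spots kept and complete linkage on Euclidean distance. With the authors' table, which has fewer probes and none of the other series, it set 1 array, IL-4 array 1, apart. With normexp it set 2 arrays apart, resting array 1 and IL-4 array 3. The cause was not tested in either case.

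The 4393 pairs with an |r| over 0.99 became 2299 with the 75th percentile, 130 with normexp, 319 with the filter on all 6 arrays, 14945 with no filter and 1254 with the authors' table, over as many pairs as the calls of each setting make. As shares of those pairs they were 0.286%, 0.363%, 0.268%, 0.309% and 0.444%, against 0.333%. The share thus moved far less than the count. The 4393 pairs became 2806 with condition means removed (0.213% of pairs, where independent values give 0.120%), 121592 on the 3 IL-4 arrays and 72398 at a limit of 0.95. Leaving out 1 array gave 4474 to 154397, where the calls also differ and independent values pass the limit in 0.120% of pairs, against 0.0149% with 6 arrays.

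Among the 5 nodes of Fig 1B, 0 were past the limits with condition as the only term, and 3 were with the scan as a block, at log2 fold changes of -2.67, 2.25 and -2.12. In 4 nodes the sign changed in a setting. Their log2 fold changes became 0.40 without resting replicate 1 and 0.16 without IL-4 replicate 2 in one node, -0.28 without resting replicate 2, -0.35 without IL-4 replicate 1, -0.66 without IL-4 replicate 3 and -2.12 with the scan as a block in another, and -0.12 and -0.14 without IL-4 replicate 2 in the remaining pair. Over the fits that left out 1 array these 4 nodes ranged from -1.29 to 0.40, from -0.66 to 1.11, from -0.12 to 1.73 and from -0.14 to 1.44. ASMM9PARTA006829 was short of the limits in 6 settings, ASMM9PARTA004987 and ASMM9PARTA000870 in 1 each and ASMM9PARTA019906 in 0.

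Background limits dim probes: on 5 arrays 38.2% to 61.5% of probes were well above it. The alternatives for GAS5, TSC1, their correlations and the gene lists, and normexp on the mean signal, were not run.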

Differences from the paper's values

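The paper reports 120 differentially expressed lncRNAs. The count here was 1631 over all probes and 1021 over lncRNA-series probes. None of the alternatives set before the data were examined came within 1.5 times of the paper's count. Settings chosen after seeing the values did: over lncRNA-series probes, the methods' t-test with a signal well above background on all 6 arrays gave 118, the same test and filter on the authors' table gave 117, and the normexp correction on the median signal gave 141.

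Of the lncRNAs in the paper, about 39% in Fig 1A, read by eye, are higher with IL-4. Here 12.9% of the lncRNA-series calls were higher. Of the alternatives set before the data were examined, the 75th percentile (27.7%) and no filter on dim probes (31.7%) came within 1.5 times, and the others did not. In the settings whose counts came near the paper's 120 (118, 117 and 141), 14.4%, 14.5% and 12.1% were higher, more than 1.5 times below the figure's share.

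The paper gives 1,627 connections among 319 genes in its network, which its legend places in IL-4-stimulated microglia. The paper does not state which arrays and which set of genes entered it, so unlike sets may be compared. Here 4393 pairs of differentially expressed probes had an |r| over 0.99. The count itself was added after seeing the data. It was within 1.5 times of the paper's with the 75th percentile (2299) and with the authors' table (1254), and not in the other settings. In these 2 settings the pairs joined 1016 and 592 probes, against the paper's 319 genes, and made up 0.286% and 0.444% of the possible pairs, against 3.21% among the paper's genes.

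The clustering in Fig 1A separates the IL-4 arrays from the control arrays. Here the first split over all tested probes set 1 IL-4 array apart, and over the lncRNA-series calls it set IL-4 arrays 1 and 2 apart from the other 4 arrays. Both sets are larger than the set of lncRNAs that the figure clusters, so unlike sets are compared.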

Other observations

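The tests in this part were chosen after the results were seen, except the test of whether other splits of the arrays give calls as one-sided, which was set before its outcome was seen.

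Of the lncRNA-series probes past the limits, 87.1% were lower with IL-4, against 62.0% of the other series, where the majority flipped with the 75th percentile (39.0% lower). The share stayed at 90.4% without IL-4 array 2, so high background on that array is argued against as the whole cause. Dim probes near background stay open. The share was 87.1% (229 of 263) among probes well above background on all 6 arrays, but on IL-4 array 2 that filter also passes 67.7% of negative spots. Of the 1021 calls, 965 had a mean log2 signal of at most 8. The 56 brighter ones were lower in 51 cases (91.1%), and with the scan as a block in 43 of 70 (61.4%). Bright calls were lower in 140 of 140 cases with the 75th percentile and in 88 of 97 (90.7%) with normexp. With 1 array left out, the share among bright calls ranged from 66.7% (34 of 51, without IL-4 array 3) to 98.9% (266 of 269, without IL-4 array 2), and the fewest bright calls, 20, came without resting array 1. On IL-4 array 2 the median log2 difference of tested lncRNA-series probes lay between -1.25 and -0.85 in the 3 dimmest of 6 classes of mean signal, and was -0.05 and 0.01 in the 2 brightest. On IL-4 array 1 it was 0.07 in each of the 3 dimmest classes, and -0.05 and -0.01 in the 2 brightest. On IL-4 array 3 it lay between -0.39 and -0.17 in the 3 dimmest classes, and was -0.31 and -0.0044 in the 2 brightest, so a shift of dim probes alone was not seen on that array. One array does not exclude the explanation for the calls as a whole. Normalization between arrays stays open, since the share fell to 72.3% with the 75th percentile. The fall was among calls with a mean log2 signal of at most 8 (66.1% lower, against 86.8%), and not among the brighter ones. A difference between scans stays open: the share was 82.6% with the scan as a block, and that fit rests on 1 IL-4 array. Of the 10 splits of the arrays into 3 and 3, 2 gave calls as one-sided, the real split included, so chance cannot be excluded. The other, which sets resting arrays 1 and 3 and IL-4 array 1 against the rest, gave 90.7%. An effect of IL-4 stays open and untested. With quantile normalization, the median log2 difference of tested lncRNA-series probes from the resting arrays was 0.02, -0.47 and -0.21 on IL-4 arrays 1, 2 and 3. With the 75th percentile it was -0.07, -0.26 and -0.28, against -0.19 to 0.20 on the resting arrays. A fall beyond the resting arrays was therefore not seen on IL-4 array 1 with either scaling. The median of the lncRNA series minus that of the other series was -0.04, -0.30 and -0.37 on IL-4 arrays 1, 2 and 3 with quantile normalization. With the 75th percentile this gap was 0.006, -0.002 and -0.58, so it then rested on IL-4 array 3 alone. The median log2 fold change of tested lncRNA-series probes was -0.29 with quantile normalization, -0.17 with the 75th percentile and -0.11 with normexp.

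The number of calls does not set the real grouping apart. Of the 10 splits, 4 gave as many probes past the limits as the real split (1631), 4 as many lncRNA-series probes and 6 as many probes of the other series, the real split included in each, so chance cannot be excluded; a design of 3 against 3 arrays cannot give a share under 0.1. The split that sets resting array 1 and IL-4 arrays 2 and 3 against the rest gave 3075. No split follows the scans.

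Differentially expressed probes are selected for a common difference between the groups, which may by itself raise the share of strongly correlated pairs. Among simulated independent probes with no change, called in the same way, the share of pairs with an |r| over 0.99 was 0.135%, against 0.0137% among independent probes not so selected. The share in the data was 0.333%, and 0.0343% among random tested probes. Selection is the only source of the rise in the simulation, which is 9.85-fold, and the rise in the data was 9.72-fold. The simulated share is below the measured one, and the simulated probes have no correlation with each other, so the comparison leaves open how much of the measured share selection accounts for.

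Among 14 tested control probes for mRNAs, each with 20 spots, the log2 fold change lay between -0.63 and 0.86, and 0 had an unadjusted P of at most 0.05 from limma. Their replicate spots differed by a median SD of 0.11 log2 units within an array.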
